# *LncRNA-HIT* Functions as an Epigenetic Regulator of Chondrogenesis through Its Recruitment of p100/CBP Complexes

**DOI:** 10.1371/journal.pgen.1005680

**Published:** 2015-12-03

**Authors:** Hanqian L. Carlson, Jeffrey J. Quinn, Yul W. Yang, Chelsea K. Thornburg, Howard Y. Chang, H. Scott Stadler

## Abstract

Gene expression profiling in E 11 mouse embryos identified high expression of the long noncoding RNA (lncRNA), *LNCRNA-HIT* in the undifferentiated limb mesenchyme, gut, and developing genital tubercle. In the limb mesenchyme, *LncRNA-HIT* was found to be retained in the nucleus, forming a complex with p100 and CBP. Analysis of the genome-wide distribution of *LncRNA-HIT*-p100/CBP complexes by ChIRP-seq revealed *LncRNA-HIT* associated peaks at multiple loci in the murine genome. Ontological analysis of the genes contacted by *LncRNA-HIT-*p100/CBP complexes indicate a primary role for these loci in chondrogenic differentiation. Functional analysis using siRNA-mediated reductions in *LncRNA-HIT* or p100 transcripts revealed a significant decrease in expression of many of the *LncRNA-HIT*-associated loci. *LncRNA-HIT* siRNA treatments also impacted the ability of the limb mesenchyme to form cartilage, reducing mesenchymal cell condensation and the formation of cartilage nodules. Mechanistically the *LncRNA-HIT* siRNA treatments impacted pro-chondrogenic gene expression by reducing H3K27ac or p100 activity, confirming that *LncRNA-HIT* is essential for chondrogenic differentiation in the limb mesenchyme. Taken together, these findings reveal a fundamental epigenetic mechanism functioning during early limb development, using *LncRNA-HIT* and its associated proteins to promote the expression of multiple genes whose products are necessary for the formation of cartilage.

## Author Summary

A fundamental problem studied by skeletal biologists is the development of regenerative therapies to replace cartilage tissues impacted by injury or disease, which for individuals affected by osteoarthritis represents nearly half of all of all adults over the age of sixty five. To date, no therapies exist to promote sustained cartilage regeneration, as we have not been able to recapitulate the programming events necessary to instruct cells to form articular cartilage without these cells continuing to differentiate into bone. Our analysis of the early programming events occurring during cartilage formation led to the identification of *LncRNA-HIT* a long noncoding RNA that is essential for the differentiation of the embryonic limb mesenchyme into cartilage. A genome wide analysis of *LncRNA-HIT’s* distribution in the mesenchyme revealed strong association between *LncRNA-HIT* and numerous genes whose products facilitate cartilage formation. In the absence of *LncRNA-HIT*, the expression of these chondrogenic genes is severely reduced, impacting the differentiation of these cells into cartilage. Mechanistically, *LncRNA-HIT* regulates these pro-chondrogenic genes by recruiting p100 and CBP to these loci, facilitating H3K27ac and transcriptional activation. *LncRNA-HIT* also appears to be present in most vertebrate species, suggesting that the epigenetic program regulated by this lncRNA may represent a fundamental mechanism used by many species to promote cartilage formation.

## Introduction

In the animal kingdom, embryogenesis proceeds through the coordinated expression of genes whose products mediate the formation of complex tissues and structures. While proteins encoded by mRNAs contribute extensively to the regulation of these developmental processes, recent studies of the human and mouse genomes suggest that long noncoding RNAs (lncRNAs) play an essential role in coordinating the expression of genes required for tissue formation and organ development [1–5].

As gene regulatory molecules, lncRNAs modulate target gene expression using a variety of mechanisms, particularly in the nucleus where they can function as decoys, scaffolds, guides, or even enhancers [6]. As decoys, lncRNAs can titrate away transcription factors (*GAS5*-Glucocorticoid receptor), the transcriptional machinery (*DHFR minor*-TFIIB) or even splicing factors (*MALAT1*- SR splicing factors) to modulate the expression of target genes [7–9]. As a component of their secondary structures, lncRNAs such as *HOTAIR*, *ANRIL*, and *Kcnq1ot1* provide protein-specific scaffolds, assembling enzyme complexes such as the polycomb repressive complexes 1 or 2 (PRC1, PRC2), LSD-1, and CoREST-HDAC to facilitate changes in histone lysine methylation or acetylation to enforce the transcriptional state of a specific locus [10–14]. Nuclear lncRNAs may also function as guides to localize protein complexes to specific chromosomal regions. Notably, the lncRNA, *XIST*, functions as a guide to recruit proteins such as YY1 or components of PRC2 to promote X chromosome inactivation [15–19]. Finally a growing body of evidence indicates that lncRNAs may also function as enhancer RNAs, using chromosomal looping to place proteins bound by the lncRNA proximal to genes to facilitate their regulation [5, 20–22].

A key group of genes regulated by lncRNAs are the Hox genes, a conserved family of developmental transcription factors that exhibit temporally- and spatially-restricted domains of expression and function [5, 23–29]. Evidence for the unique functions of the vertebrate *Hox* lncRNAs was first shown with the *trans*-acting functions of *HOTAIR*, which is expressed from the HoxC locus to recruit PRC2 to the HOXD cluster, where it mediates H3K27 methylation to repress the expression of several 5’ HoxD genes [4]. During development, the 5’ HoxD proteins regulate limb and axial skeleton development, suggesting that de-repression of the 5’ HoxD genes, by perturbations in *HOTAIR* expression, would most likely affect these same skeletal elements [30–32]. Recent studies confirm this hypothesis, as mice lacking *HOTAIR* exhibit malformations of carpal/metacarpal elements in the limb as well as homeotic transformations of the lumbar, sacral, and caudal vertebrae, phenotypes consistent with de-repression of *Hoxd11* and *Hoxd13* [29].

Proximal to the 5’ HoxA gene cluster is the lncRNA *HOTTIP*, which functions as an enhancer lncRNA to regulate the expression of 5’ HoxA genes to control the growth and elongation of zeugopod and autopod skeletal elements [5]. Mechanistically, *HOTTIP* modulates gene expression by chromosomal looping, placing its recruited Trithorax/WDR5/MLL protein complexes proximal to 5’ HoxA genes to facilitate H3K4me3 and gene expression [5,33]. *HOTTIP* function has also been associated with endochondral ossification [34]. This finding in conjunction with the functional studies of *HOTAIR* indicate a role for lncRNAs associated with the vertebrate Hox genes as necessary components for the development, patterning, and maturation of skeletal tissues [5,29,34]. Interestingly, a second lncRNA, *LncRNA-HIT*, has also been identified within the HOXA locus [35]. While initially characterized as a TGFβ-induced modulator of epithelial-mesenchymal transformations in tumor cells [35] our subsequent analysis of this lncRNA indicates that it is also expressed in the early limb where we hypothesized a role for this lncRNA in mediating chondrogenic differentiation. Characterization of subcellular localization of *LncRNA-HIT* by RNA FISH indicated the transcript is predominantly localized to the nucleus where it associates with p100/CBP complexes, suggesting that *LncRNA-HIT* may regulate gene expression by recruiting modulators of H3K27 acetylation. To identify the genes most likely to be regulated by *LncRNA-HIT*, ChIRP-seq was performed using pre-chondrogenic limb bud tissue. From this analysis *LncRNA-HIT* was found to be associated within 25 kb of numerous pro-chondrogenic genes including: *Bmpr1b*, *Gli2*, *Col14a1*, *Adam17*, *Kdelr2*, *Pik3cb*, *Hoxa13*, *Hoxa11*, *Ncam1*, and *Gpc6*. Loss of function analyses confirmed *LncRNA-HIT ‘s* role as a modulator of pro-chondrogenic expression as, H3K27ac, and near peak gene expression were significantly reduced by *LncRNA-HIT*-specific siRNA treatments in the limb mesenchyme. Moreover, chondrogenic differentiation was also significantly reduced in limb mesenchyme treated with siRNAs targeting either *LncRNA-HIT* or the p100 transcript, confirming that the *LncRNA-HIT* and its recruited protein complex are necessary to maintain H3K27ac and chondrogenic gene expression which facilitates differentiation. Combined, these findings identify an epigenetic mechanism functioning during limb skeletogenesis, using an lncRNA to coordinate the expression genes necessary to direct undifferentiated limb mesenchyme towards a chondrogenic state.

## Results

### Developmental expression of *LncRNA-HIT* reveals both distinct and similar domains of expression with 5’ *HOX* genes

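In the mouse genome build mm9, the 25 ChIRP probes against *LncRNA-HIT* matched chromosome 6 from 52206273 to 52207367, and each probe matched this region at 1 position. All 25 probes read as the plus strand, so the RNA they are complementary to is read from the minus strand. *Hoxa11* lies on the same strand from 52192107 to 52196213, 10059 bp from the probe span. *Hoxa13* lies on the minus strand from 52207693 to 52210874, 325 bp from the span. Probe 1, CATTTGCCACAGGGAGTCTG, sits at 52207348 to 52207367, the end of the span nearer to *Hoxa13*. Probe 25, ACACAATATCTCCTGTGCTG, sits at 52206273 to 52206292, the end nearer to *Hoxa11*. Gene positions were taken from the GENCODE annotation of this build.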

The *LncRNA-HIT* transcript was first identified as the full length cDNA, *9530018H14RIK*, by the RIKEN Mouse Gene Encyclopedia Project and was mapped as a single exon to mouse chromosome 6 between *Hoxa11* and *Hoxa13* by genome sequencing (S1 Fig) [36]. Conservation analysis of the *LncRNA-HIT* cDNA sequence using BLAST (NCBI) revealed a single 253 bp region present in most vertebrate species (S1 Fig). Characterization of *LncRNA-HIT ‘s* protein coding potential using the Coding Potential Assessment Tool (CPAT) revealed multiple stop codons in all six reading frames and a protein coding probability of 0.084, well below the 0.44 threshold predicted for protein coding genes (S1 and S2 Figs) (CPAT version 1.2; http://rna-cpat.sourceforge.net, [37]). In comparison, CPAT analysis of neighboring genes, *Hottip* and *Hoxa13*, revealed scores of 0.049 and 0.99 respectively, confirming the poor coding potential of the lncRNA *Hottip* as well as the favorable protein coding potential of *Hoxa13* (S2 Fig). Finally analysis of the potential initiation codons present in the *LncRNA-HIT* transcript also suggested poor protein coding potential, as these sites lack a Kozak consensus sequence and exhibited poor translational potential as determined by the NetStart software package (S2 Fig), http://www.cbs.dtu.dk/services/NetStart/, [38–39].

Localization of the *LncRNA-HIT* transcript by *in situ* hybridization revealed expression in the pre-chondrogenic limb mesenchyme as early as embryonic day (E) 10.5 (Fig 1A). By E 11.5 *LncRNA-HIT* expression is expanded to a greater portion of the limb bud, encompassing the majority of the pre-chondrogenic tissues that normally express members of the 5’ HoxA and D gene clusters including: *Hoxa9-13* and *Hoxd11-13* (Fig 1B). By E 13.5, *LncRNA-HIT* expression continued to follow the expression pattern of *Hoxa13*; particularly in the limb perichondrial tissues, gut, genital tubercle, and urogenital sinus (Fig 1L–1N) [27, 40–42]. *In situ* hybridization using the same *LncRNA-HIT* sequence transcribed in the opposite orientation revealed no expression in the limb or other embryonic tissues, confirming reports [43] of its unidirectional transcription in the same orientation as the HoxA genes (Fig 1C, S1 Fig). Finally, quantitation of *LncRNA-HIT* expression in the E 11.0 limb confirmed that it is highly expressed (Ct = 21.4 ± 0.8) at levels nearly nineteen-fold greater than *Hottip*, which resides approximately 5 kb from *LncRNA-HIT* on mouse chromosome 6 (Fig 1O, S1 Fig).

**Fig 1:**
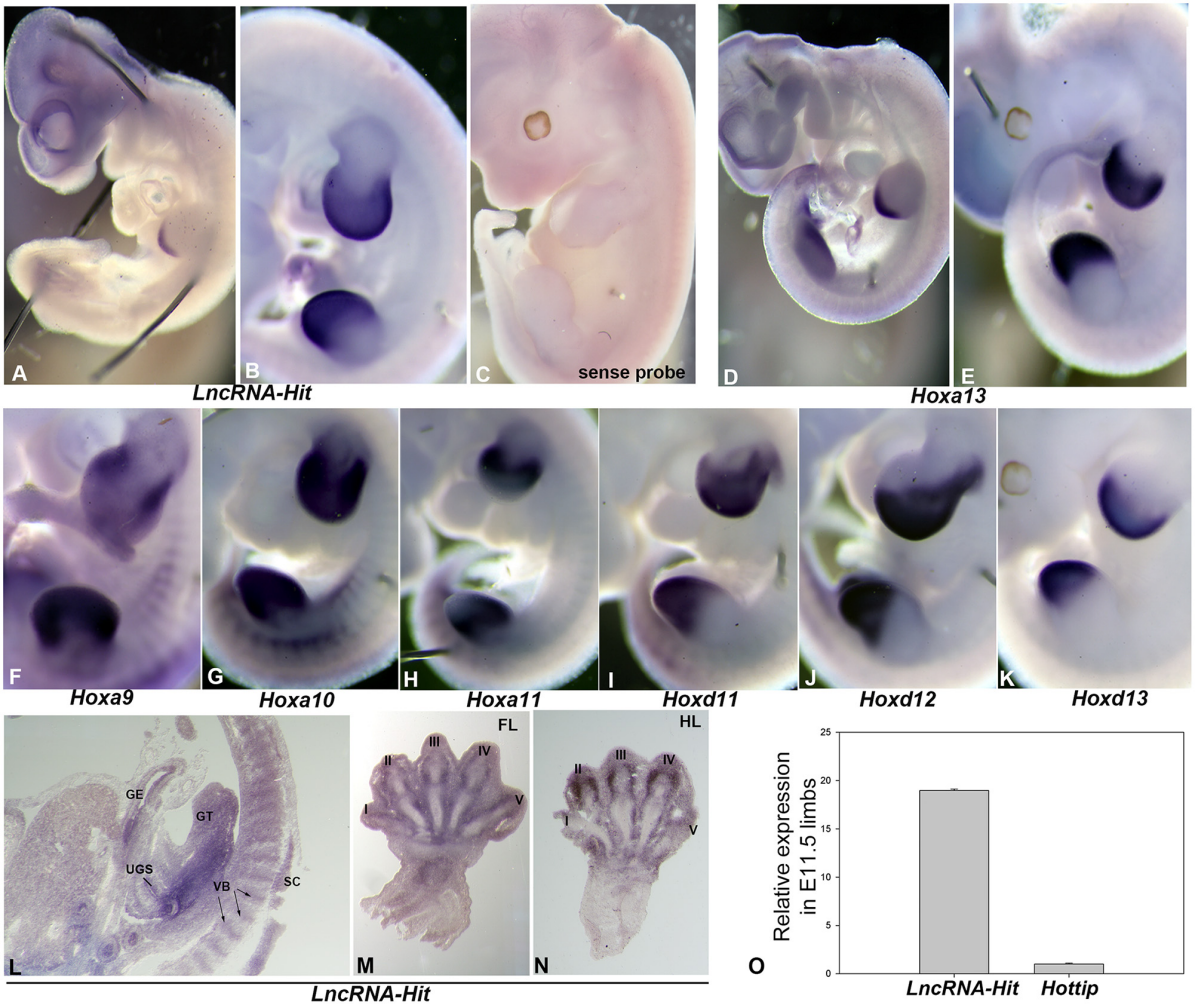
Expression analysis of the lncRNA *LncRNA-HIT*. **(A)** *In situ* hybridization using an antisense *LncRNA-HIT* riboprobe detects the transcript as early as E 10.5 in the distal limb which expands throughout the limb bud at E 11.5 **(B)**. **(C)** *In situ* hybridization using a sense orientation *LncRNA-HIT* riboprobe detects no *LncRNA-HIT* transcripts, confirming the unidirectional transcription of *LncRNA-HIT* in the same orientation as the 5’ HoxA genes in the developing limb. **(D and E)** Analysis of *Hoxa13* expression shows a high level of overlap with *LncRNA-HIT* in the distal limb. **(F-H)** Analysis of *Hoxa9-Hoxa11* expression in the E 11.5 distal limb reveals some overlap with *LncRNA-HIT* in the limb bud. **(I-K)** Analysis of *Hoxd11-Hoxd13* expression in the E 11.5 distal limb reveals some overlap with *LncRNA-HIT*. **(L)** *LncRNA-HIT* is also expressed in the developing genital tubercle, gut epithelium, urogenital sinus, spinal cord, and vertebral bodies at E 13.5. **(M-N)** *LncRNA-HIT* expression is detected in the digit perichondrial tissues, digit joint fields, and in the developing carpal/tarsal skeletal elements in E 13.5 forelimbs and hindlimbs. **(O)** Relative fold expression of *LncRNA-HIT* and *Hottip* expression in the E 11.5 limbs as determined by qRTPCR. Values represent the *Gapdh* normalized average expression of *LncRNA-HIT* and Hottip in the limb calculated from three independent analyses. Bars represent the standard deviation of the mean from the three independent assays. UGS = urogenital sinus, VB = vertebral body, GT = genital tubercle, GE = gut epithelium, SC = spinal cord.

### The *LncRNA-HIT* transcript is localized to the nucleus where it binds p100/CBP complexes

A recent analysis of the subcellular localization of 61 lncRNAs revealed a majority localized to the nucleus, recruiting proteins to mediate histone modifications, chromatin accessibility, and gene expression [44]. To gain insight into the potential function of the *LncRNA-HIT*, we first examined its sequence composition, which identified the same nuclear retention motif present in the *BORG* lncRNA [45] (Fig 2, S1 Fig). Analysis of *LncRNA-HIT’s* subcellular localization by single molecule RNA FISH detected the lncRNA in the nucleus where it was distributed diffusely and in larger foci in the limb bud mesenchyme (Fig 2A–2D). In contrast, *Gapdh* transcripts localized primarily to the cytoplasm in these cells, a finding consistent with the protein-coding function of the *Gapdh* transcript (Fig 2E and 2F). Finally, pre-treatment of the fixed limb mesenchyme with RNase A resulted in the complete loss of detection of the *LncRNA-HIT* and *Gapdh* signals, indicating that the signals detected by each FISH probe set corresponds to RNA hybridization rather than hybridization to the corresponding sequence present in the chromosomal DNA. (Fig 2G and 2H).

**Fig 2:**
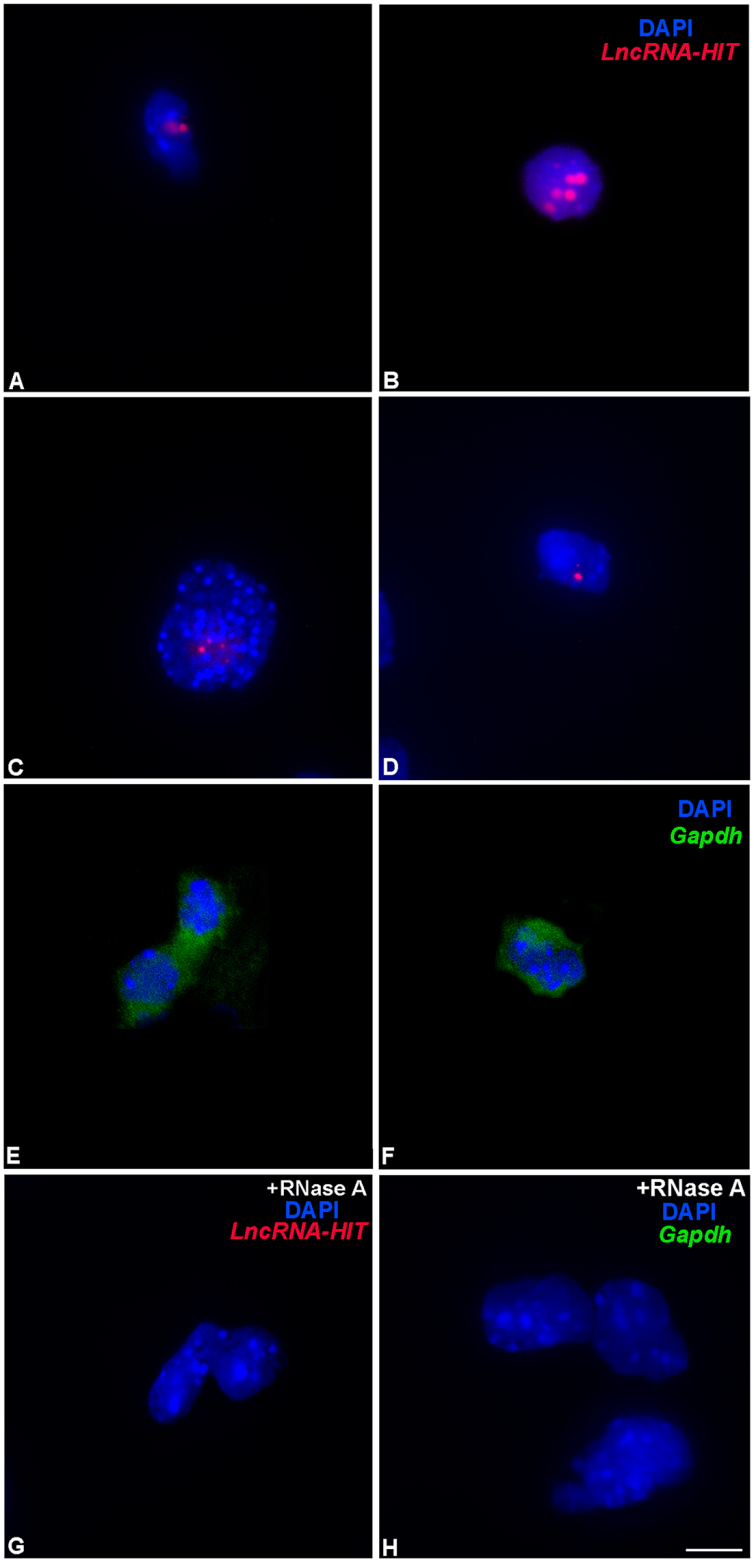
Subcellular localization of *LncRNA-HIT* and *Gapdh* transcripts in limb mesenchyme using single molecule RNA fluorescent in situ hybridization (FISH). **(A-D)** *LncRNA-HIT* transcripts are detected in the nucleus of undifferentiated limb mesenchyme at E 11.0. Red signal = detection of *LncRNA-HIT* probe sets labeled with CalFluor610. Blue signal = DAPI staining of the nuclear DNA. **(E** and **F)** *Gapdh* transcripts are detected in the cytoplasm of undifferentiated limb mesenchyme. Green signal = detection of Gaph probe sets labeled with CalFluor610 and pseudo-colored green. Blue signal = DAPI staining of the nuclear DNA. **(G)** Negative control using RNase A prior to hybridization with the *LncRNA-HIT* probe sets reveals no detected *LncRNA-HIT* (red signal) in the nucleus confirming the detected signal in panels A-D represent hybridization with the *LncRNA-HIT* transcript. The nuclear DNA was unaffected by the RNase A treatment and stained positively with DAPI (blue signal). **(H)** Negative control using RNase A prior to hybridization with the *Gapdh* probe sets reveals no detected *Gapdh* transcript (green signal) in the cytoplasm confirming the detected signal in panels E and F represent hybridization with the *Gapdh transcript*. The nuclear DNA was unaffected by the RNase A treatment and stains positively with DAPI (blue signal). Bar = 10 μm.

To determine which proteins interact with *LncRNA-HIT* in the nucleus, we first tested whether it functions similarly to its chromosomal neighbor, *Hottip*, which recruits WDR5 to facilitate H3K4me3 [5, 46]. Immunoprecipitation of WDR5 from Flag-WDR5 293T cells transfected with an *LncRNA-HIT* expression vector revealed no enrichment of the *LncRNA-HIT* transcript, suggesting a separate mechanism for *LncRNA-HIT* function in the nucleus (S3 Fig). To identify the proteins binding to *LncRNA-HIT*, an RNA affinity assay was used to isolate limb proteins preferentially binding to the *LncRNA-HIT* transcript. Mass spectroscopy analysis of the U1 control and *LncRNA-HIT* elution fractions identified multiple proteins in the *LncRNA-HIT* and U1 control elution fractions (S4 Fig). As an initial filter, proteins common to both the U1 and *LncRNA-HIT* elution fractions were excluded from subsequent analysis. Several proteins exclusive to the *LncRNA-HIT* elution fractions were also excluded from subsequent analysis as they could not be reproducibly detected in replicate elution fractions. After these initial exclusions, a single protein was identified to be consistently enriched (> 23-fold average enrichment) in only the *LncRNA-HIT* elution fractions. The single protein was identified as p100, a 100 Kd transcriptional co-factor that partners with creb binding protein (CBP) to recruit histone acetyltransferase activity to the STAT6 locus (Fig 3, S4 Fig, and Methods) [47–50]. Analysis of *Snd1* expression which encodes the p100 protein confirmed that p100 is co-expressed with *LncRNA-HIT* in many of the same embryonic regions including the undifferentiated fore- and hindlimb mesenchyme as well as in the developing genital tubercle (Fig 3A–3D). We next evaluated whether p100 and CBP form a complex with endogenous *LncRNA-HIT* in the limb mesenchyme. Western blot analysis of the limb bud proteins co-precipitating with biotinylated-*LncRNA-HIT* revealed enrichment of p100 and CBP, suggesting that both proteins may form a complex with *LncRNA-HIT* (Fig 3E and 3F). Testing this hypothesis, we examined whether endogenous *LncRNA-HIT* present in the limb mesenchyme would co-precipitate with p100 and CBP. Immunoprecipitation of p100 and CBP from limb bud mesenchyme revealed a consistent enrichment of *LncRNA-HIT* (> 2-fold) compared to parallel precipitations using IgG, confirming that the endogenous lncRNA forms a complex with p100 and CBP in the pre-chondrogenic limb mesenchyme (Fig 3G).

**Fig 3:**
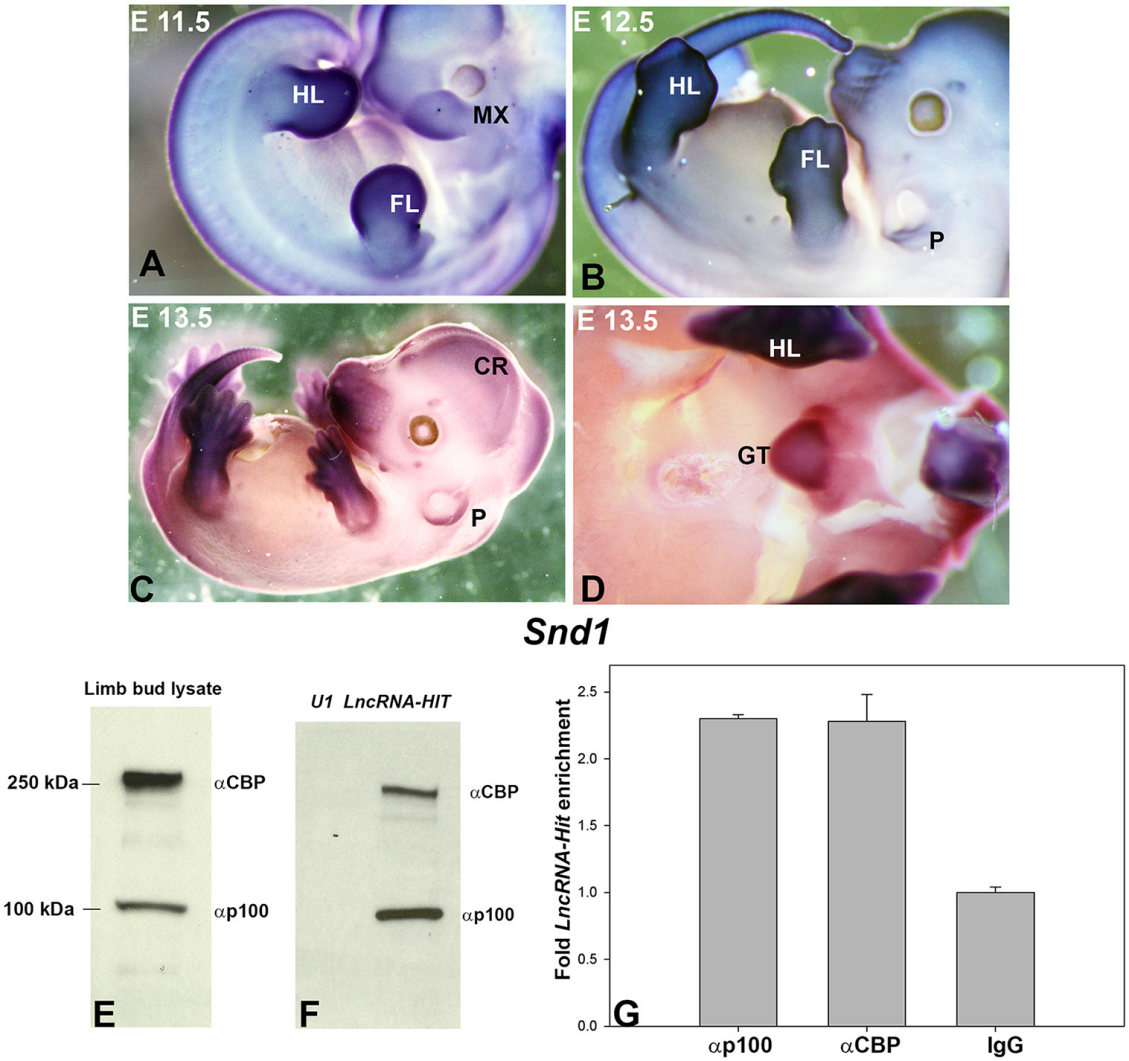
*LncRNA-HIT* recruits a complex of p100 and CBP in the limb. **(A-D)** *Snd1* which encodes p100 is expressed in many of the same regions as *LncRNA-HIT* including the limbs at E11-13.5, spinal cord, and genital tubercle. FL = forelimb, HL = hindlimb, MX = maxillary component of the first branchial arch, SC = spinal cord, P = pinnae. **(E)** Western blot analysis using antibodies specific for CBP and p100 confirm the presence of both proteins in cell lysates from E 11.5 limb buds. **(F)** Streptavidin-mediated precipitation of biotinylated *LncRNA-HIT* and *U1* RNA transcripts reveals co-precipitation of CBP and p100 from limb mesenchyme, confirming recruitment of both proteins by the lncRNA in the limb mesenchyme. **(G)** RIP analysis of p100 and CBP from the limb mesenchyme reveals co-precipitation of endogenous *LncRNA-HIT* transcript, confirming that CBP, p100, and *LncRNA-HIT* are present in a complex in the limb bud mesenchyme. Values represent the mean fold enrichment of *LncRNA-HIT* after precipitation with antibodies specific for CBP, p100 from three independent assays. Control precipitations were performed in parallel using murine IgG. Bars represent the standard deviation of the mean from the three independent assays.

### *LncRNA-HIT* contacts multiple chondrogenic loci in the developing limb mesenchyme

The nuclear retention of *LncRNA-HIT* as well as its ability to bind p100/CBP complexes suggested the lncRNA may function at the chromosomal level to modulate gene expression in the developing limb. To identify the chromosomal regions contacted by *LncRNA-HIT*, ChIRP-seq was used to precipitate chromatin fractions associated with the lncRNA from E 11.0 limb bud mesenchyme.

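In ChIRP, biotin-labelled DNA probes complementary to one RNA are used to pull down the chromatin that the RNA contacts. The probes were divided into an odd and an even set, and each set was hybridized separately, both to limb chromatin and to chromatin of a murine glial cell line used as the control. With 1 input library per tissue, this gave 6 libraries in 2 tissues. The authors mapped uniquely aligned reads to mm9, took the lower of the odd and even tracks at each position, and called peaks of the merged track against the input with MACS. The deposited data used here are 1 peak list per tissue, with the position and the MACS score of each peak, which is 10 times the negative log10 of its p-value. Scores are given here as −log10(p). Each list therefore comes from pooled probe sets without replicates, no test with samples as its units was possible, and the number of reads behind each peak is unknown. The limb list held 2880 peaks with a median width of 408 bp, and their −log10(p) ran from 5.17 to 310 with a median of 34.9. The glial list held 2919 peaks with a median width of 407 bp, and their −log10(p) ran from 5.82 to 317 with a median of 32.5. In the limb list 9 peaks shared the value of 310, so the strongest peaks cannot be ranked against each other. From the lists, peaks were ranked by score, compared between tissues by overlap, and placed on the mm9 genome and its gene annotation. The labels and the protocol text of the glial samples give conflicting developmental stages. The paper's text names none, and neither was used.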

The analysis pipeline previously described [51] was used to process the *LncRNA-HIT*-associated peaks as determined by ChIRP-seq. DNA isolated from the precipitated chromatin was submitted to Elim Biopharm (Hayward, CA) for library preparation and next generation sequencing. The sequenced fragments were assembled against murine genome (NCBI37/mm9) using Bowtie and peaks were ranked by MACS using their assigned p-value [52–53]. Visual inspection of the ranked peaks using the UCSC genome browser revealed a marked drop-off in peak signal strength beyond peak 775 (p-value = 5.9 x 10^−57^). 

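In the limb list, 26.9% of the 2880 peaks had a p-value of 5.9e-57 or smaller, which are the top 775 peaks except the last. The last peak within the threshold had a −log10(p) of 56.26 and the next one, at rank 775, had 56.23, which corresponds to p-values of 5.5e-57 and 6.0e-57. The −log10(p) was 298 at rank 10, 98.1 at rank 100, 65.5 at rank 500, 50.0 at rank 1000 and 33.1 at rank 1500. Over the 50 ranks centred on the threshold it fell by 1.31, from 56.8 to 55.5. Of the 2830 windows of 50 ranks in the list, 1632 (57.7%) had a fall at least as large. With windows of 20 ranks this share was 38.1%. The MACS score is a measure of significance, and the height of the tracks that the paper inspected was not analysed here.

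**Figure D1:**
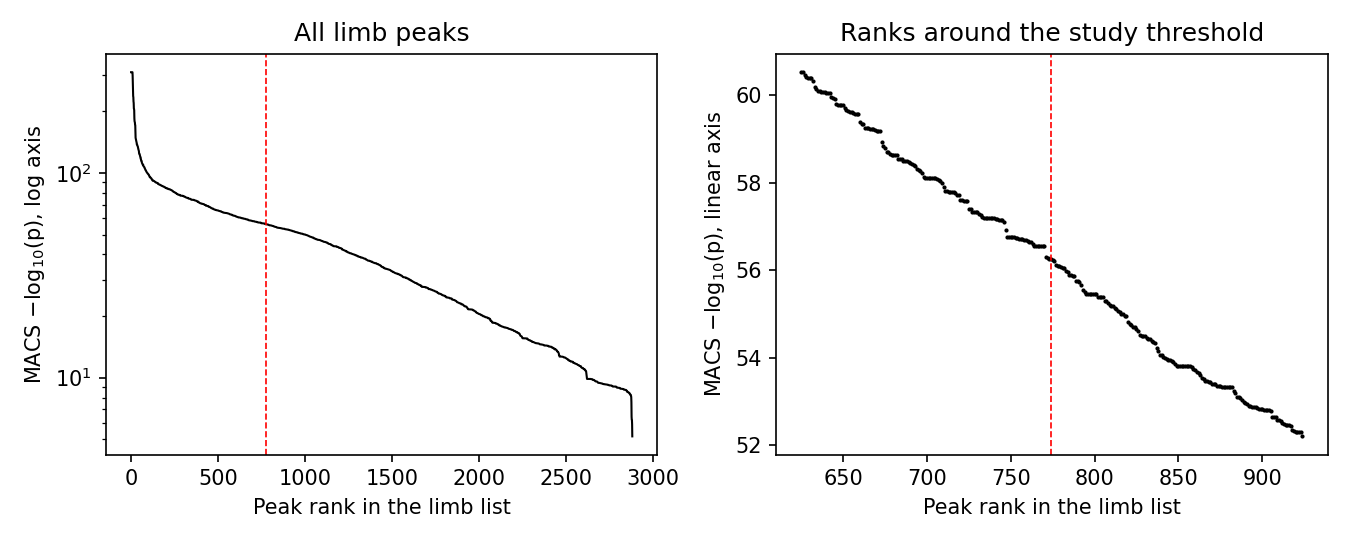
MACS −log10(p) of the limb peaks against their rank, for all 2880 peaks on a log axis (left) and for the ranks around the threshold on a linear axis (right). The dashed line marks the last peak with a p-value of 5.9e-57 or smaller, where −log10(p) was 56.26.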

Based on this result, the top 775 peaks were selected to identify candidate genes potentially regulated by *LncRNA-HIT*. 

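Among the limb peaks at the study threshold, 56 overlapped a glial peak by at least 1 bp, a share of 7.24% (95% Wilson interval 5.61% to 9.28%, counting error only). When the glial peaks were shifted at random around each chromosome, 2.75 ± 1.03 limb peaks overlapped one (SD over 1000 shifts). No shift gave more than 13, and the one-sided p-value was 0.001, the smallest that 1000 shifts can give. The share moved most with limb peaks of a p-value of 1e-100 or smaller, of which 25 of 93 (26.9%, 95% Wilson interval 18.9% to 36.7%) overlapped a glial peak. Of the 56 shared peaks, 12 were on chromosome 9, 8 on chromosome 11, 6 on chromosome 17 and 5 on chromosome Y. The shared peaks had a median −log10(p) of 89.2, and the limb peaks without a glial peak had a median of 70.9 (two-sided permutation test of the difference in medians, p = 1e-05, the smallest that 100000 resamples can give). Peaks were the units of these tests and are not replicates of a tissue. Sequence that occurs more than once in the genome was more frequent in the shared peaks, in which a median of 29.9% of the 24-base words were repeated elsewhere, against 0.977% in the limb-specific peaks. The paper used the glial line to identify false hybridization peaks.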

From the initial cohort of 775 peaks, 173 peaks were excluded from subsequent studies as they were also present in parallel assays using the same *LncRNA-HIT* probe sets and a glial cell line control that does not express *LncRNA-HIT*. 

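After the peaks with a glial overlap of at least 1 bp were removed, 718 limb-specific peaks were left. The 3 strongest of them had a −log10(p) of 310. One lies on chromosome 1 from 184430699 to 184431703 in an intron of *Capn2*, and 1.02% of its 24-base words occur elsewhere in the genome. Another lies on chromosome 5 from 19767146 to 19768003 in an intron of *Magi2*, with 53.8% of its words repeated. The third lies on chromosome 8 from 126994796 to 126995552, 31.2 kb upstream of *Pgbd5*, with 17.0% repeated. They are followed by a peak with a −log10(p) of 252 on chromosome 11 from 3081023 to 3083653, in an intron of *Sfi1* with 15.49% of its words repeated, and by one of 206 on chromosome 10 from 106397621 to 106398503, in an intron of *Acss3* with 3.6% repeated. A stretch matching at least 15 of the 20 bases of a ChIRP probe was found in 154 of the 718 limb-specific peaks (21.4%). Random positions of the same widths on the same chromosomes had such a stretch in 11.8% ± 1.17 (SD over 200 draws).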

The remaining 602 peaks were evaluated for their association with *cis*-regulatory elements in the murine genome using the Genomic Regions of Enrichment of Annotations software (GREAT) (S5 Fig) [54]. Interestingly, while 588 peaks were identified as associating with one or more *cis*-regulatory elements, a correlative function for these associated *cis*-regulatory regions was not identified by the GREAT software package (S5 Fig). Next, because GREAT provides only a computational prediction of function, a second analysis was performed focusing on high confidence peak-to-gene relationships using peaks mapping within 25 kb of a known gene. 

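A gene of the mm9 annotation lay within 25 kb of 478 of the limb-specific peaks (66.6%), and 356 of them (49.6%) overlapped a gene. When distances were measured to protein-coding genes only, the count of peaks within 25 kb was 436 (60.7%). Random positions of the same widths lay within 25 kb of a protein-coding gene in 57.6% ± 1.82 (SD over 200 draws), and the highest draw was 62.7%. The count moved most with a limit of 50 kb, to 78.4% of the peaks. In all, 830 annotated genes lay within 25 kb of a limb-specific peak. Only distance was used here, and the further selection of peaks by viewing them in a genome browser was not repeated.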

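The genes listed in Fig 4 were looked up in the limb list by the score printed beside each. For 40 of the 42 near-peak genes a peak with the printed score was found within 100 kb. For *D15ertd621e* and *Ralgps2* the nearest peak at the study threshold was taken. These were a peak on chromosome 15 from 58232446 to 58232877, 14.1 kb upstream of *D15ertd621e*, and one on chromosome 1 from 158885622 to 158886253, 15.9 kb upstream of *Ralgps2*. The 42 genes had 40 distinct peaks, since *Hoxa11* and *Hoxa13* share one, as do *Glt25d1* and *Unc13a*. In the mm9 annotation the peak overlapped an exon of the gene for 12 genes and lay in an intron for 19. It lay upstream of the gene for 6 and downstream for 5. For *Dtl* the peak lay 29.2 kb downstream of the annotated gene, on chromosome 1 from 193331346 to 193332027. The only near-peak genes whose peak overlapped a glial peak were *Hoxa11* and *Hoxa13*.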

After this analysis, 42 peak-associated candidate genes were identified as potential targets for regulation by *LncRNA-HIT-*p100/CBP complexes (Fig 4). To validate the regulation of these genes by *LncRNA-HIT-*p100/CBP complexes, E 11.0 limb mesenchymal cells were transfected with two siRNAs specific for the *LncRNA-HIT* transcript (-6.15-fold knockdown, Fig 4) and evaluated for changes in gene expression in three independent assays using qRTPCR. From this analysis, 28 near-peak genes exhibited decreased expression in response to the *LncRNA-HIT* siRNA treatments with fold-change differences ranging from -1.5- to -9.75 compared to transfections using scrambled siRNA controls (Fig 4). The remaining near-peak genes exhibited no change in expression in response to the *LncRNA-HIT* siRNA treatments (6 genes) or could not be detected in the E 11.0 limb mesenchyme by qRTPCR (8 genes) (Fig 4). The 28 genes exhibiting decreased expression in response to the *LncRNA-HIT* siRNA treatments were queried as a group for ontological function using the AmiGO 2 term enrichment software which identified proximal/distal pattern formation and regulation of chondrocyte differentiation (p≤ 0.05) as the most significant ontological categories, suggesting a role for *LncRNA-HIT* in the regulation of genes required for limb chondrogenesis (S6 Fig, and Methods).

**Fig 4:**
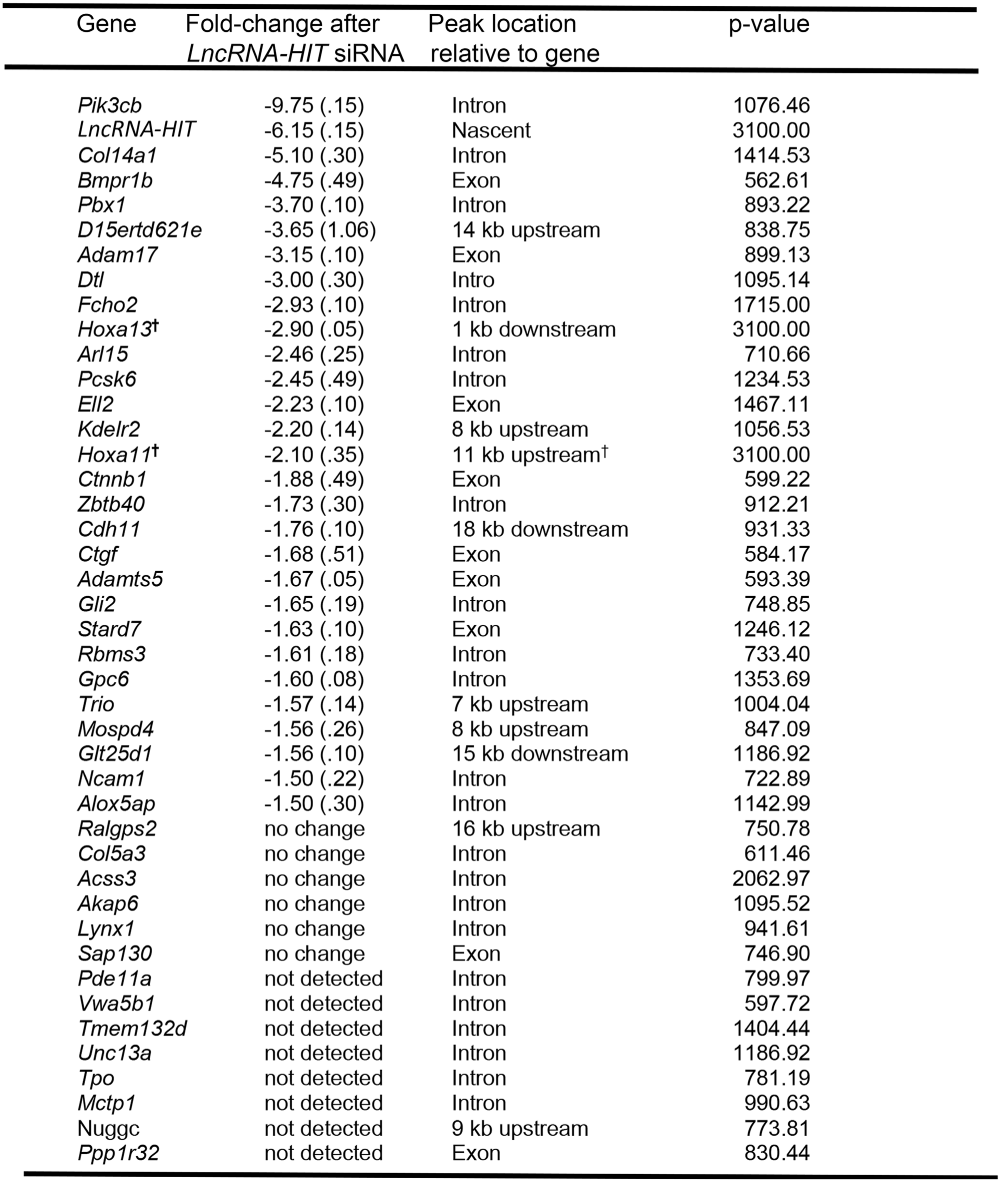
*LncRNA-HIT* peaks are significantly associated with multiple loci which respond to siRNA-mediated reductions in the lncRNA. Values represent mean fold-change decrease in limb bud expression after siRNA treatments compared to scrambled siRNA controls from three independent assays. Standard deviation for these analyses is depicted in parentheses. p-values for the associated peaks is depicted by the transformation -10 log_10_ (p-value) as determined by MACS analysis. †Loci located in *cis* to the nascent *LncRNA-HIT* peak.

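Apart from the genes at the *LncRNA-HIT* locus, the peaks of the near-peak genes had −log10(p) values from 56.3 at *Bmpr1b*, rank 773 of the limb list, to 206 at *Acss3*, rank 17. The peak of *Pik3cb* lies on chromosome 9 from 98991321 to 98992003, in an intron, with a −log10(p) of 108. *Col14a1* has an intronic peak of 141 on chromosome 15 from 55149947 to 55150428. The peak upstream of *D15ertd621e* had 84.0. At *Bmpr1b* the peak with the printed score lies on chromosome 3 from 141492972 to 141493401, 6.70 kb downstream of the annotated gene and inside *Unc5c*. A stronger peak, with a −log10(p) of 83.3, lies in an intron of *Bmpr1b* from 141506899 to 141507353, and below the study threshold the list has a peak of 41.5 over a coding exon of the gene. Of the 39 distinct peaks outside the *LncRNA-HIT* locus, 7 (17.9%) contained a stretch matching at least 15 bases of a ChIRP probe. Among them were those of *Col14a1*, *Adam17*, *Ctnnb1* and *Gli2*. None of the 7 matched both an odd and an even probe at this length. Random positions were not drawn for these peaks, and those drawn for all limb-specific peaks matched in 11.8%. No peak has a replicate, so its score carries no error. From their peaks, the paper proposes the near-peak genes as potential targets of *LncRNA-HIT*-p100/CBP complexes. It reports decreased expression after *LncRNA-HIT* siRNA treatment for part of them. Its evidence for p100 and CBP also includes RNA immunoprecipitation, *Snd1* siRNA treatment, H3K27ac at some of the loci and a tethering assay.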

To test whether *LncRNA-HIT* regulates chondrogenesis in the limb mesenchyme, an *in vitro* micromass chondrogenesis assay was used, as it recapitulates many of the cellular events occurring during chondrogenesis including mesenchymal cell condensation, cartilage extracellular matrix expression, and cartilage nodule formation and is amenable to siRNA-mediated knockdown of pro-chondrogenic genes including *Runx1*, *Ctgf*, *Notch*, and *Angptl4* [27, 55–62]. Transfection of limb mesenchyme with siRNAs specific for *LncRNA-HIT* significantly reduced *LncRNA-HIT* RNA levels by nearly eighty percent, confirming the effectiveness of the siRNAs to target *LncRNA-HIT* for degradation in the micromass assay (n = 6 independent replicates, Fig 5). Analysis of the micromass assays transfected with the *LncRNA-HIT* siRNAs revealed a substantial reduction in chondrogenesis, resulting in the formation of fewer cartilage nodules that stained with alcian blue (n = 6 independent assays, Fig 4). In contrast, parallel micromass assays using the same populations of limb mesenchyme cells transfected with a scrambled control siRNA confirmed that the transfected limb mesenchyme was competent to undergo chondrogenic differentiation, exhibiting robust cell condensation and the formation of multiple alcian blue positive cartilage nodules (n = 6 independent assays, Fig 5).

**Fig 5:**
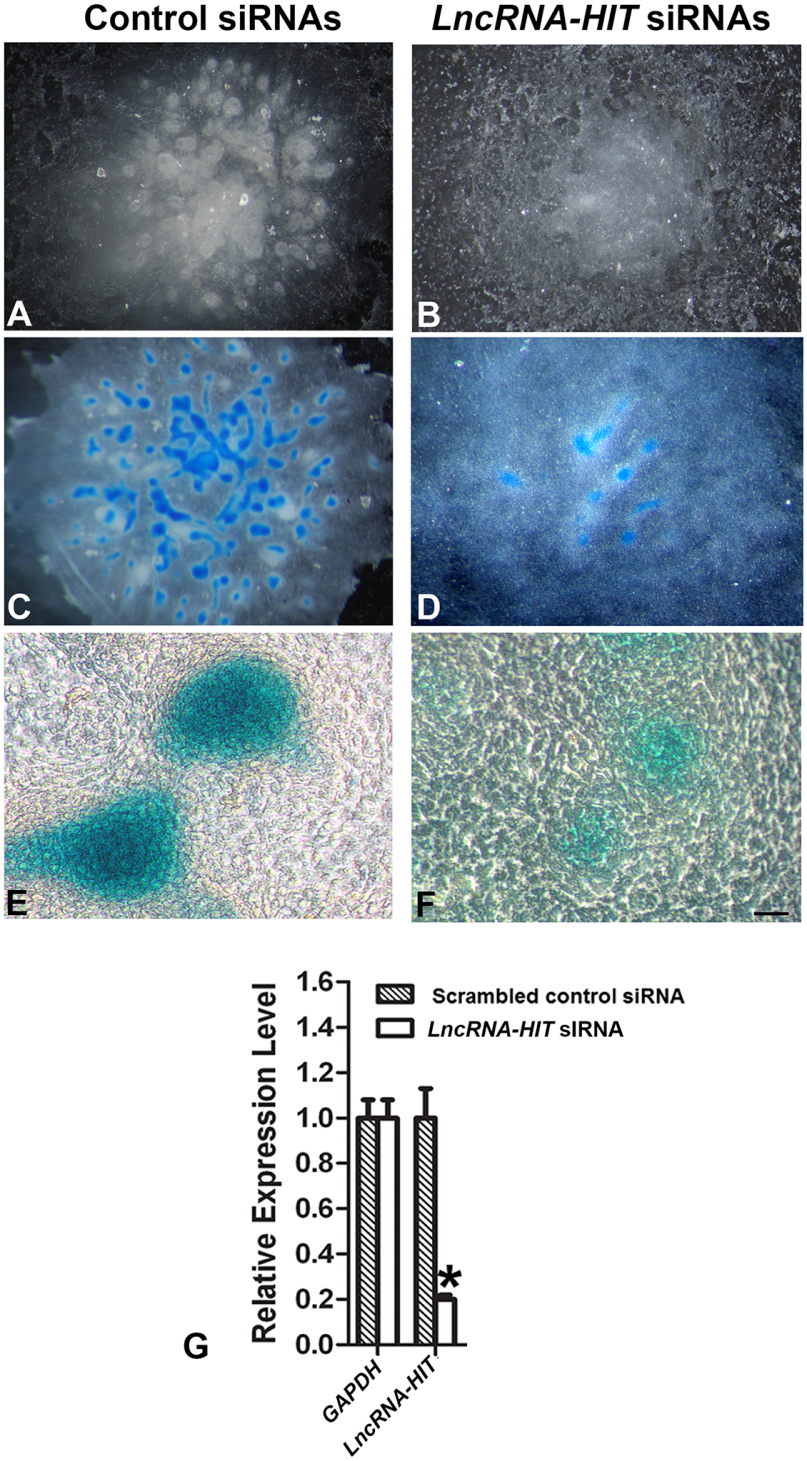
Chondrogenic differentiation is impacted by siRNA-mediated reductions in *LncRNA-HIT* in micromass assays. **(A)** Mesenchymal cell condensation is unaffected after transfection of the dissociated limb mesenchyme with a scrambled siRNA control. **(C and E)** After condensation, the scrambled control transfected limb mesenchyme are competent to differentiate into cartilage nodules that stain positively for the cartilage marker alcian blue. **(B,D,F)** Parallel assays transfecting the same limb mesenchyme with two siRNAs specific for *LncRNA-HIT* result in a loss in cell condensation (panel B) as well as severe reductions in the formation of cartilage nodules that stain with alcian blue (panels D and F). **(G)** Quantitation of the *LncRNA-HIT* levels 24H after transfection with the *LncRNA-HIT* siRNAs or scrambled siRNAs reveal an eighty percent reduction in endogenous *LncRNA-HIT* levels compared to parallel transfections using a scrambled siRNA control. Values represent the average relative expression calculated from six independent replicates. Bars represent the standard deviation of the mean from the six independent assays. A Student’s t-test was used to determine significance of the averaged *LncRNA-HIT* expression values compared to the scrambled *LncRNA-HIT* siRNA control. A significant difference is indicated by an asterisk.

Next, if chondrogenesis is facilitated by *LncRNA-HIT’s* recruitment of p100/CBP complexes, then siRNA-mediated reduction in *Snd1*, which encodes p100, should also affect the chondrogenic capacity of the undifferentiated limb mesenchyme. Testing this hypothesis, micromass assays using limb mesenchyme transfected with *Snd1* siRNAs produced a similar loss in *Snd1* transcript levels (75% knockdown) and reduced chondrogenesis, resulting in the formation of few cartilage nodules staining with alcian blue (n = 6 independent assays, Fig 6). Control transfections using a scrambled *Snd1* siRNA consistently resulted in robust cartilage formation producing numerous cartilage nodules staining positively for alcian blue (n = 6 independent assays, Fig 5), supporting the hypothesis that *LncRNA-HIT* and its recruited proteins are essential for chondrogenic differentiation of the early limb mesenchyme.

**Fig 6:**
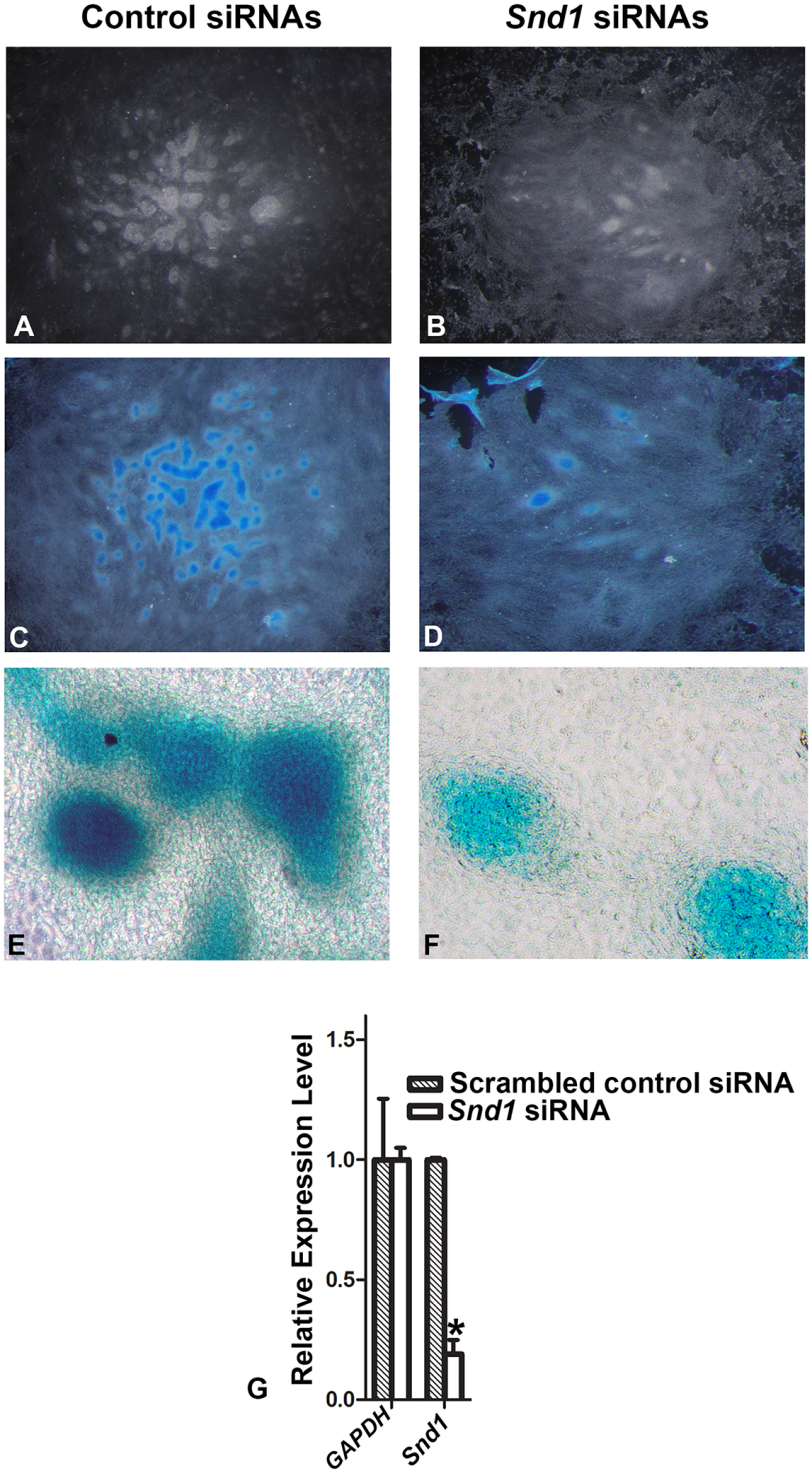
Chondrogenic differentiation is impacted by siRNA-mediated reductions in Snd1 (p100) in micromass assays. **(A)** Mesenchymal cell condensation is unaffected after transfection of the dissociated limb mesenchyme with a scrambled siRNA control. **(C and E)** After condensation, the scrambled control transfected limb mesenchyme are competent to differentiate into cartilage nodules that stain positively for the cartilage marker alcian blue. **(B,D,F)** Parallel assays transfecting the same limb mesenchyme with a *Snd1* siRNA cocktail severely impacts mesenchymal cell condensation producing few pre-cartilaginous condensations that can differentiate into mature cartilage nodules that stain positively with alcian blue. **(G)** Quantitation of the *Snd1* levels 24H after transfection with the *Snd1 siRNA cocktail* or scrambled siRNA controls reveal a seventy percent reduction in endogenous *Snd1* levels compared to parallel transfections using the scrambled siRNA controls. Values represent the average relative expression calculated from six independent replicates. Bars represent the standard deviation of the mean from the six independent assays. A Student’s t-test was used to determine significance of the averaged *Snd1* expression values compared to the scrambled *s*iRNA controls. A significant difference is indicated by an asterisk.

### *LncRNA-HIT* exhibits enhancer RNA function to promote H3K27ac to facilitate gene expression

The decrease in *Hoxa13* and *Hoxa11* expression in response to the *LncRNA-HIT* siRNA treatments (Fig 4) suggested that *LncRNA-HIT* may be functioning as an enhancer RNA, using its recruitment of p100/CBP to its site of transcription to promote neighboring 5’ HoxA gene expression through its maintenance of H3K27ac. Testing this hypothesis, we first examined whether siRNA-mediated reductions in *LncRNA-HIT* or *Snd1* impact expression of additional genes proximal to the nascent site of *LncRNA-HIT* transcription. qRTPCR analysis of limb mesenchyme treated with *LncRNA-HIT-* or *Snd1* (p100)-specific siRNAs revealed significant reductions in expression for all 5’HoxA gene members (Fig 7), suggesting that *LncRNA-HIT* is functioning as an enhancer lncRNA to mediate expression of the 5’ HoxA genes. Interestingly, no changes in expression were detected for *Creb5* and *Skap2*, which flank the HoxA cluster, and for *Hoxd13*, suggesting a specific effect on the 5’ HoxA genes which are proximal to the site of *LncRNA-HIT* transcription (Fig 7). Changes in 3’ HoxA gene expression (*Hoxa1-Hoxa7*) could not be determined, as their expression in the limb mesenchyme is below the level of detection by qRTPCR. Finally *Col2a1*, a strong indicator of chondrogenic differentiation, also exhibited reduced expression in response to the *LncRNA-HIT* and *Snd1* siRNA treatments confirming the disruption in chondrogenesis exhibited by the micromass assays (Figs 5–7).

**Fig 7:**
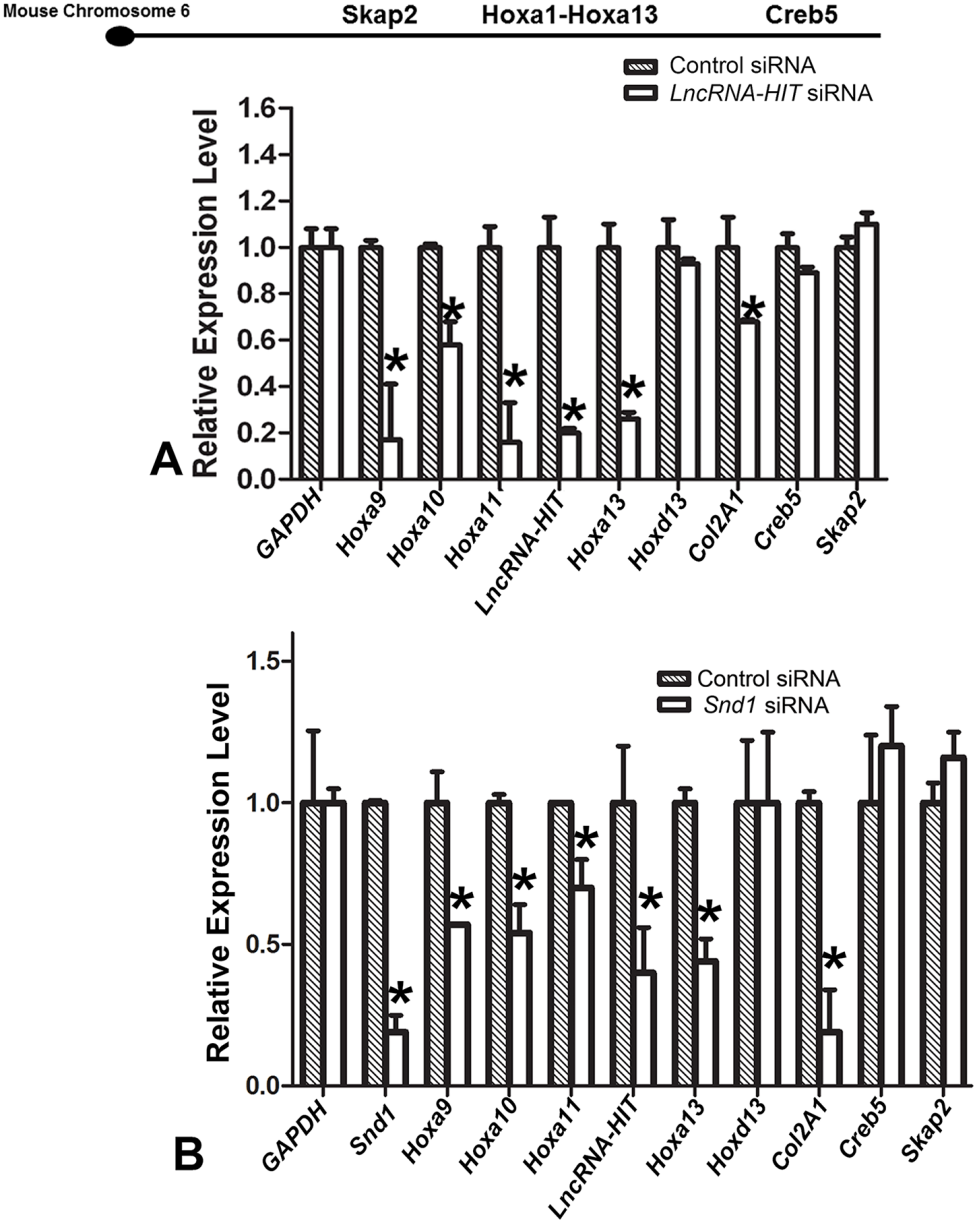
siRNA-mediated reduction in *LncRNA-HIT* or *Snd1* results in reduced levels of 5’ HoxA gene expression. **(A)** Relative gene expression after transfection with *LncRNA-HIT* siRNAs or scrambled control siRNAs. Values represent average expression levels calculated from six independent replicates. Bars represent the standard deviation of the mean from the six independent replicates. Asterisks denote a significant changes in gene expression as determined a Student’s t test. **(B)** Relative gene expression after transfection with *Snd1* siRNAs or scrambled control siRNAs. Values represent average expression levels calculated from six independent replicates. Bars represent the standard deviation of the mean from the six independent replicates. Asterisks denote a significant changes in gene expression as determined a Student’s t test.

Next we hypothesized that H3K27ac should also be affected by siRNA-mediated reductions in *LncRNA-HIT* as CBP recruitment would be concomitantly affected in the limb mesenchyme. Mapping of the H3K27ac-tagged chromosomal regions in the E 10.5 limb was previously reported (GEO Dataset: GSE30641, [63]). Using this dataset, the H3K27ac sites proximal to the *LncRNA-HIT* -associated loci were examined for changes using an acetylation-specific H3K27 antibody and quantitative chromatin immunoprecipitation (qChIP) (Fig 8). Starting with the site of nascent *LncRNA-HIT* transcription, qChIP analysis of fourteen H3K27ac-tagged chromosomal regions between *Hoxa11* and *Hoxa13* revealed consistent reductions in precipitated fragment enrichment in response to the *LncRNA-HIT* siRNA treatments (n = 3 independent assays) (Fig 7). Most notable was a greater than five-fold reduction in H3K27ac fragment enrichment for the region associated with exon 2 of *Hoxa13* (Fig 8, fragment 7). A greater than 3-fold decrease in H3K27ac chromatin fragment enrichment was also detected in the *Hoxa13* intronic region (Fig 8, fragment 11) and in chromatin fragments more proximal to *Hoxa11* (Fig 8, fragment 1). Several H3K27ac regions were also identified within the *LncRNA-HIT* locus (Fig 8B). qChIP analysis of these regions revealed reduced enrichment for the entire region, with fold change decreases ranging from 1.5 to 2.8 (Fig 8, fragments 2–6).

**Fig 8:**
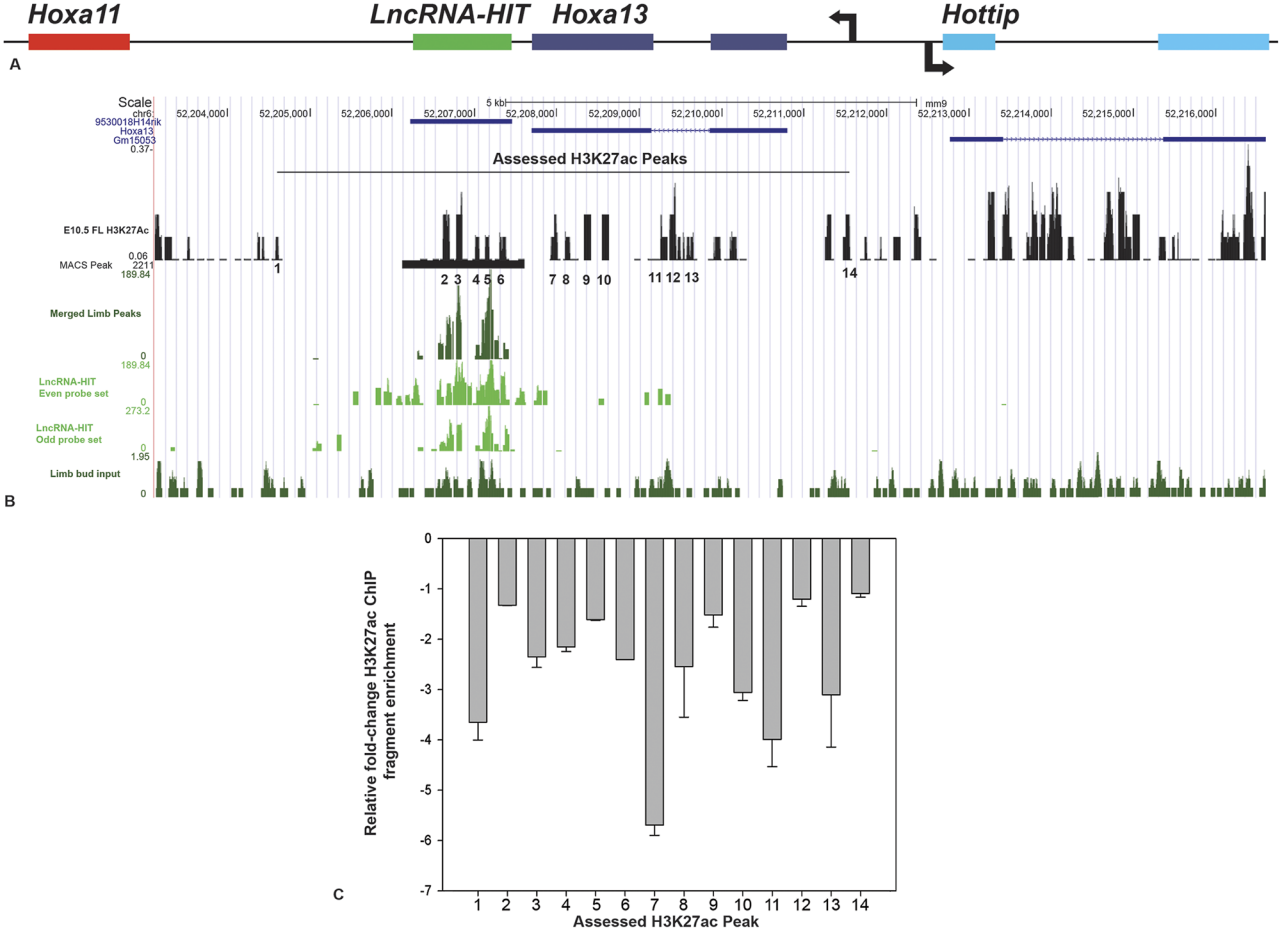
siRNA-mediated loss of *LncRNA-HIT* affects H3K27ac at its site of nascent transcription. **(A)** Relative location of *LncRNA-HIT* and its nearest neighbors, *Hoxa11* and *Hoxa13*. **(B)** Visualization of the nascent *LncRNA-HIT* (green peaks) detected by ChIRP-seq using the USCS Genome Browser. Peaks identified by the even and odd *LncRNA-HIT* probe sets are indicated on the left axis using even and odd probe sets specific for the *LncRNA-HIT* lncRNA and displayed by the UCSC genome browser. The localization of the fourteen H3K27ac peaks (black peaks) proximal to the *LncRNA-HIT* associated peaks as determined by overlaying the H3K27ac limb bud ChIP-seq dataset, GSE3064 [62]. **(C)** qChIP Analysis of the fourteen H3K27ac regions proximal to the nascent *LncRNA-HIT* peaks revealed a loss in fragment enrichment in response to the *LncRNA-HIT* siRNA treatments in limb bud mesenchyme. Values represent the mean fold change H3K27ac fragment enrichment compared to parallel treatments using scrambled *LncRNA-HIT* siRNA controls for three independent assays. Error bars represent the standard deviation of the mean for the three independent assays.

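The limb peak over the *LncRNA-HIT* locus lies on chromosome 6 from 52206123 to 52207602. It is 1480 bp wide, and all 25 probe sites, 13 odd and 12 even, lie inside it. It is 90 bp from the 3′ end of *Hoxa13* and 9.91 kb upstream of *Hoxa11*. It is among the 9 peaks tied at the highest −log10(p) of the limb list. The glial list also has a peak here, from 52206196 to 52207203 with a width of 1008 bp. Its −log10(p) was 59.6, rank 585 of the glial list and above the study threshold, and 18 of the probe sites, 9 odd and 9 even, lie inside it. The H3K27ac regions of the figure were not analysed here.

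**Figure D2:**
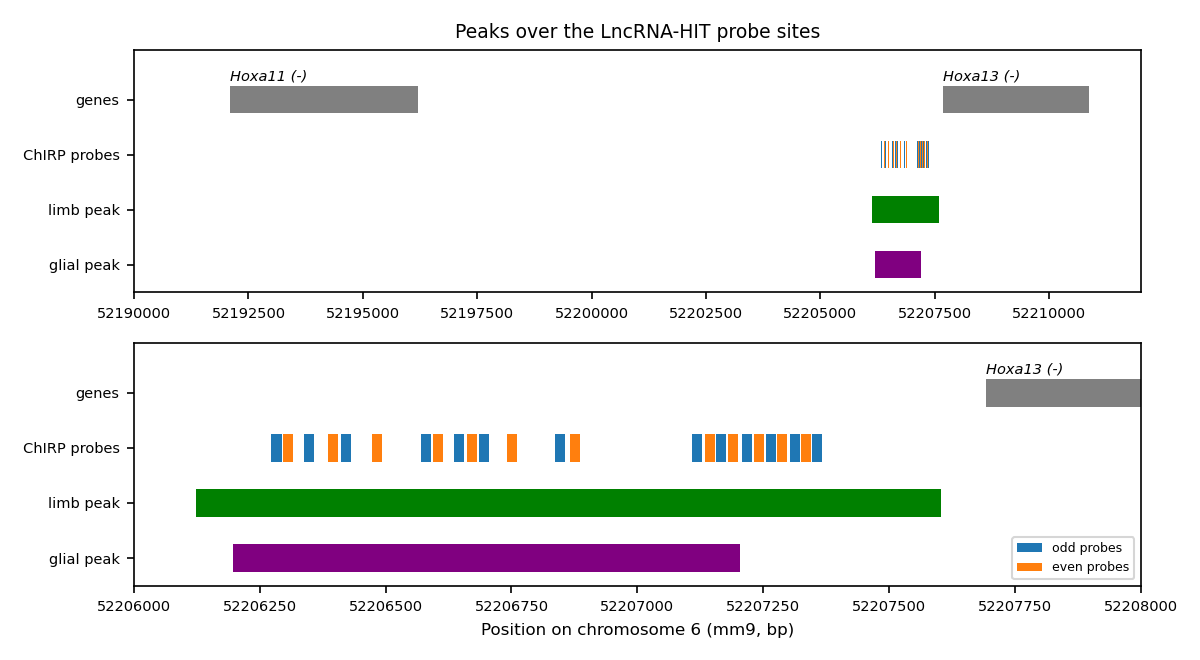
Map of the *LncRNA-HIT* locus on mm9 chromosome 6, with positions in bp, from *Hoxa11* to *Hoxa13* (top) and around the probe sites (bottom). Bars show the genes, the sites of the odd and even ChIRP probes, the limb peak of 1480 bp and the glial peak of 1008 bp.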

Expanding this analysis, we examined additional chromosomal loci bound by *LncRNA-HIT* for changes in H3K27ac fragment enrichment in response to the siRNA treatments. For this analysis, we selected the H3K27ac sites most proximal to five loci exhibiting the greatest decrease in expression in response to the *LncRNA-HIT* siRNA treatments: *Pik3cb*, *Col14a1*, *Bmpr1b*, *Pbx1*, and *D15ertd621e* (Fig 4). qChIP analysis revealed consistent reductions in immunoprecipitated H3K27ac fragments for four of the five candidate loci (n = 3 independent assays) including *Pik3cb* (> 4-fold decrease), *Col14a1* (> 3-fold decrease), *Pbx1* (>1.4-fold decrease) and *D15ertd621e* (>2-fold decrease) (Fig 9). Attempts to amplify the immunoprecipitated H3K27ac fragments proximal to the *LncRNA-HIT* associated region at the *Bmpr1b* locus were unsuccessful using several primer pair combinations and sheared chromatin from the *LncRNA-HIT—*or control-siRNA treated samples, suggesting that H3K27ac in this region is insufficient to facilitate immunoprecipitation by the acetylation-specific H3K27 antibody (Fig 9).

**Fig 9:**
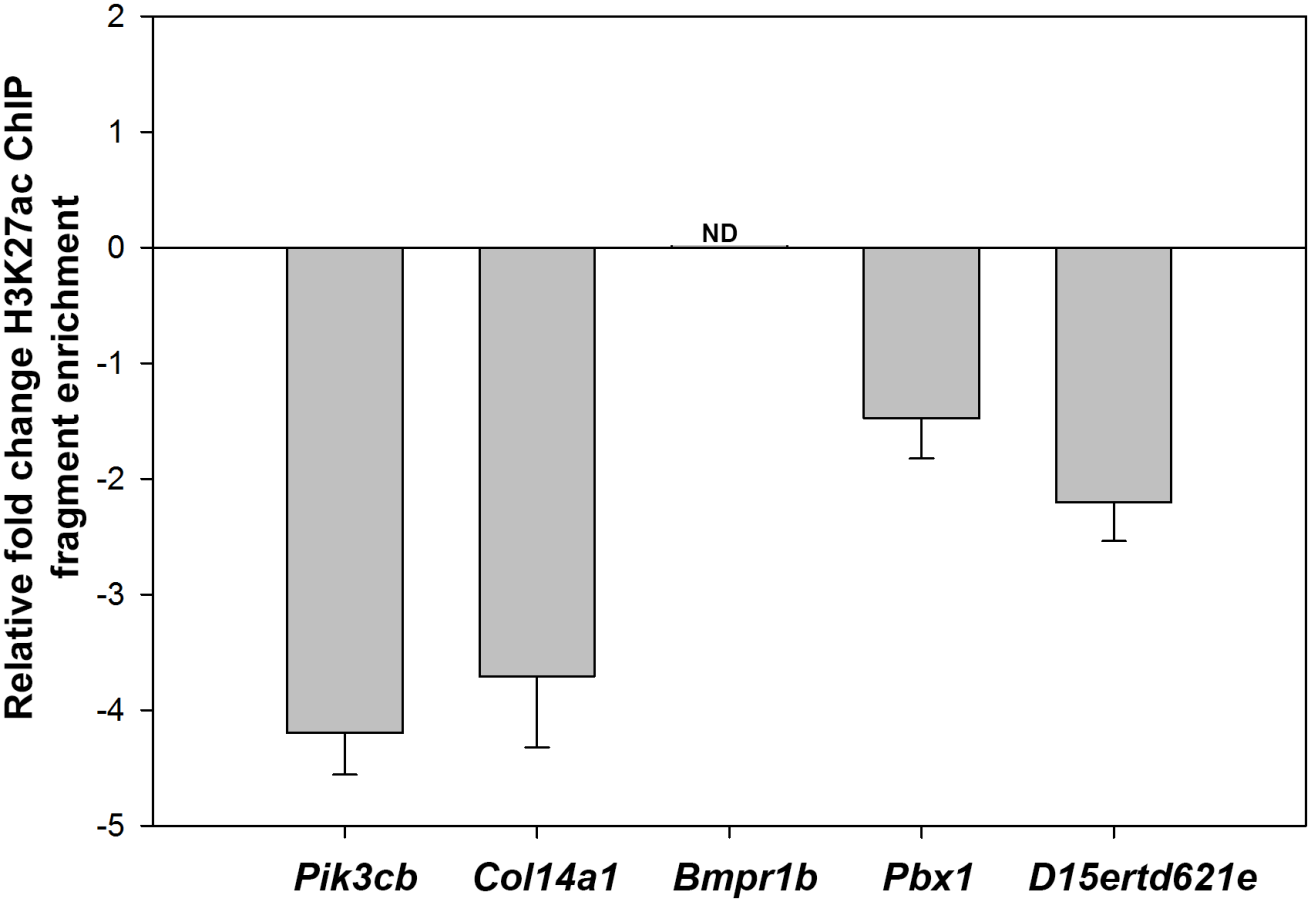
qChIP analysis of H3K27ac at the top five loci impacted by the *LncRNA-HIT* siRNA treatments. Values represent the mean fold change H3K27ac fragment enrichment compared to parallel treatments using scrambled *LncRNA-HIT* siRNA controls for three independent assays. Error bars represent the standard deviation of the mean for the three independent assays. ND = no qPCR product detected for the H3K27ac peak proximal to *Bmpr1b*.

Finally to test whether changes in H3K27ac peak enrichment was specifically affected by the *LncRNA-HIT* siRNA treatments we examined loci lacking associated *LncRNA-HIT* peaks for changes in H3K27ac fragment enrichment. 

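No limb peak at the study threshold lay within 25 kb of *Creb5*, on the plus strand of chromosome 6 from 53523378 to 53646001, or of *Skap2*, on the minus strand from 51809165 to 51962548. The *Skap2* promoter site examined in S5 Table lies from 51962758 to 51962932, and its nearest limb peak, 243 kb away, is the one over the *LncRNA-HIT* locus. The *Creb5* promoter sites lie from 53522918 to 53523064 and from 53523083 to 53523242. Their nearest peak at the threshold was again the one over the *LncRNA-HIT* locus, 1315 kb away. When all limb peaks in the list were considered, the nearest lay 172 kb from both sites, from 53695047 to 53695453, with a −log10(p) of 51.5.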

Analysis of H3K27ac fragments associated with the promoter regions of *Creb5* and *Skap2* revealed no changes in fragment enrichment in response to *LncRNA-HIT* siRNA treatments, supporting the conclusion that *LncRNA-HIT*-p100/CBP is functioning to maintain H3K27ac status in regions bound by the lncRNA-protein complex (Fig 10).

**Fig 10:**
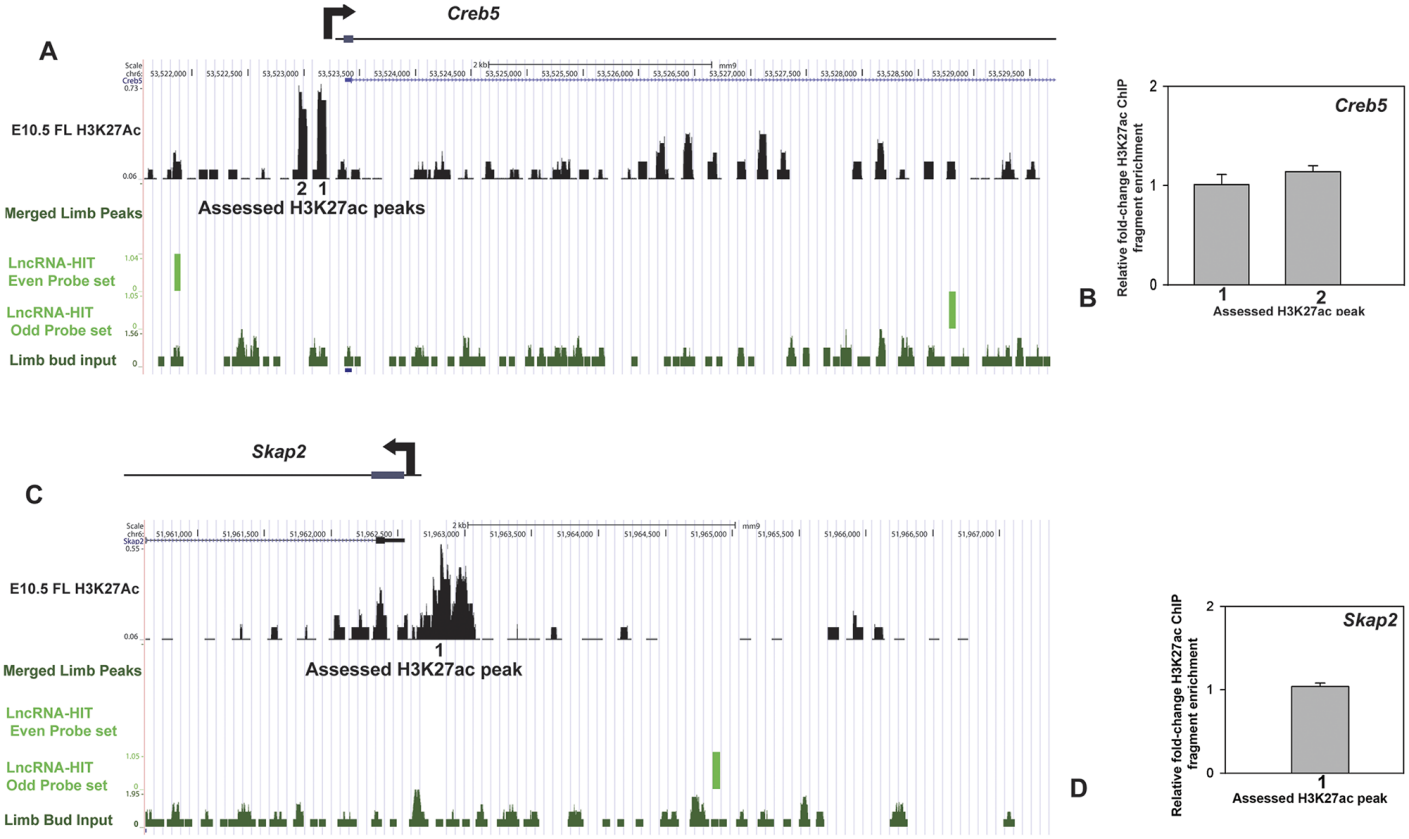
qChIP analysis of H3K27ac at *Creb5* and *Skap2* which lack LncRNA-HIT associated peaks. **(A)** *Creb5*-assocaited H3K27ac peaks assessed for changes in fragment enrichment in response to LncRNA-HIT siRNA treatments. **(B)** qChIP analysis of H3K27ac peak enrichment in response the LncRNA-HIT siRNA treatments at the *Creb5* locus. Values represent the mean fold change H3K27ac fragment enrichment relative to parallel treatments using a scrambled siRNA control. Bars represent the standard deviation of the mean for three independent assays. **(C)** *Skap2*-associated H3K27ac peak assessed for changes in fragment enrichment in response to LncRNA-HIT siRNA treatments. (**D**) qChIP analysis of H3K27ac peak enrichment in response the LncRNA-HIT siRNA treatments at the *Skap2* locus. Value represents the mean fold change H3K27ac fragment enrichment relative to parallel treatments using a scrambled siRNA control. Bar represents the standard deviation of the mean for three independent assays.

### *LncRNA-HIT*and p100 cooperate to promote gene expression

We next examined whether the recruitment of p100 by *LncRNA-HIT* contributes to the regulation of near-peak gene expression. To address this question, an RNA tethering assay was used to dissect the gene-regulatory contributions of *LncRNA-HIT* and p100 towards the activation of a synthetic UAS-luciferase reporter (Fig 11). Recruitment of *LncRNA-HIT* to the reporter locus was facilitated by adding five copies of the *BoxB* transcript to the *LncRNA-HIT* RNA. The *BoxB* transcript is strongly bound by the RNA binding protein λN, which when fused to the GAL4 DNA binding domain facilitates the recruitment of the *BoxB*-*LncRNA-HIT* transcript to the UAS luciferase locus (Fig 11) [5,64]. Co-transfection of the UAS-luciferase reporter, λN-GAL4, and p100-GAL4 expression vectors resulted in no activation of the UAS luciferase reporter, indicating that the recruitment of these factors to the synthetic UAS locus is not sufficient to activate gene expression (Fig 11). Similarly, co-transfection of the UAS-luciferase reporter and expression vectors encoding λN-GAL4, p100-GAL4, and the *BoxB* transcript lacking *LncRNA-HIT* also resulted in no activation of the UAS luciferase reporter, indicating that the recruitment of *BoxB*, p100, and λN to the synthetic locus is not sufficient to activate gene expression (Fig 11A and 11C). Additionally, luciferase expression was not detected in cells transfected with UAS-luciferase reporter and expression vectors encoding *BoxB-LncRNA-HIT* and λN-GAL4, suggesting that the recruitment of *LncRNA-HIT* to the UAS locus is not sufficient to activate gene expression (Fig 11B and 11C). Finally, co-transfections using the UAS-luciferase reporter, *BoxB*-*LncRNA-HIT*, λN-GAL4, and p100-GAL4 expression vectors resulted in strong activation of the luciferase reporter in a dosage-dependent manner, indicating that co-recruitment of p100 and *LncRNA-HIT* to a locus is required to activate gene expression (Fig 11A and 11C).

**Fig 11:**
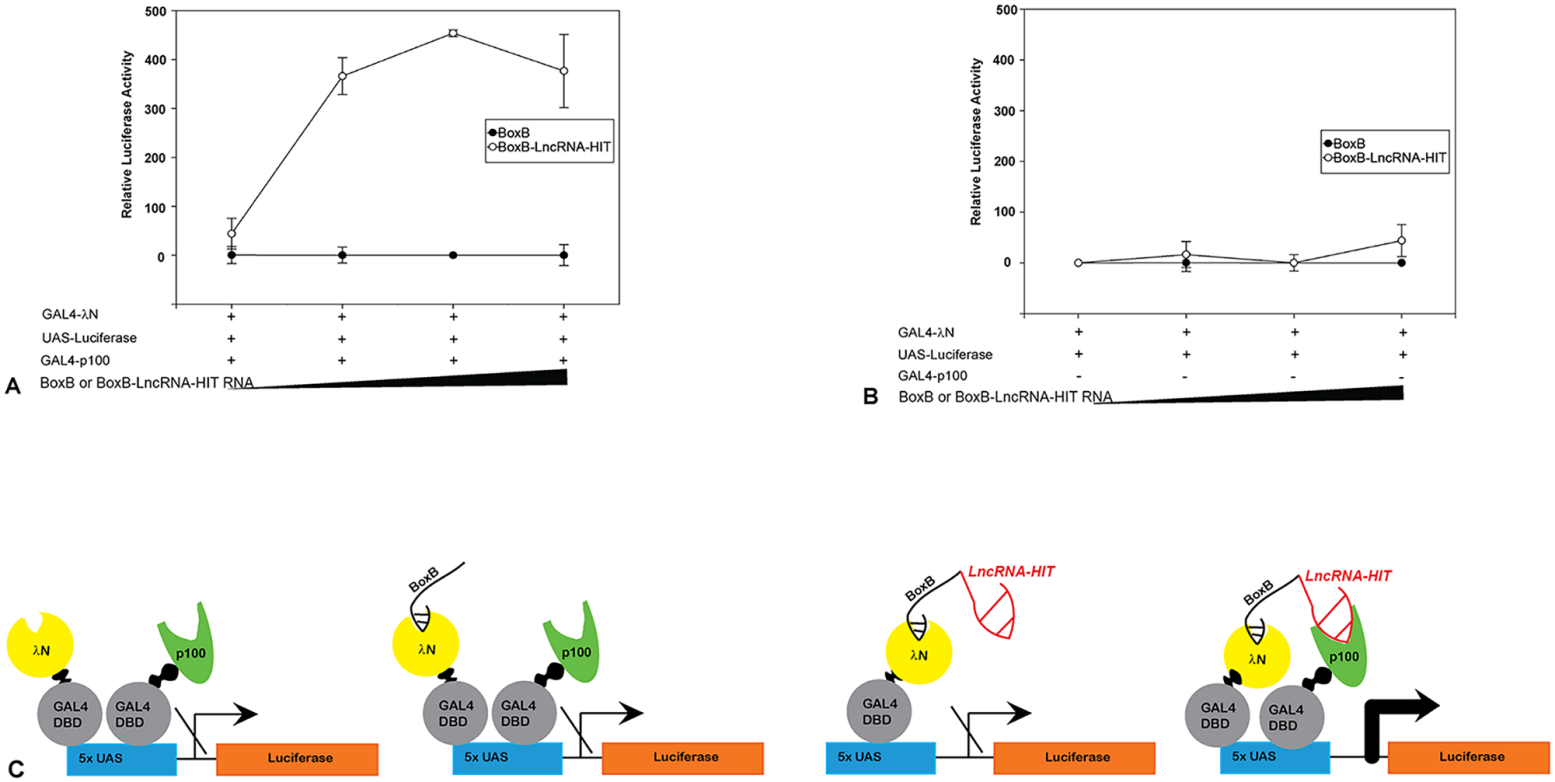
Co-recruitment of *LncRNA-HIT* and p100 is required to stimulate gene expression from a synthetic locus. **(A)** Analysis of UAS-luciferase reporter activation after GAL4-λN-BoxB*LncRNA-HIT* and GAL4-p100 recruitment. **(B)** Analysis of UAS-luciferase reporter activation in the absence of GAL4-p100. **(C)** Model of UAS-luciferase reporter activation in response to the recruitment of *LncRNA-HIT* and p100. For panels A and B, increasing dosages (0, 50, 100, 250, ng) of the BoxB or BoxB-*LncRNA-HIT* transcripts are represented by the black triangle.

## Discussion

The development of the vertebrate limb requires a coordinated series of cellular events to facilitate the formation of bone and articular cartilage. Initiating this process is the proliferation and migration of mesenchymal progenitor cells from the lateral plate mesoderm. Once in the limb bud, the mesenchymal cells condense forming cartilage templates for all skeletal tissues. Finally the chondrocytes within these templates mature, forming bone through endochondral ossification or remain as a specialized population of chondrocytes to form the articular cartilage [65–68]. Interestingly, while SOX9 appears to be essential for many of the cellular processes required for skeletal development, emerging evidence suggests that an epigenetic component, mediated by lncRNAs, may also play an important role in the formation, maintenance, or pathology of the appendicular skeletal tissues [5,34,69–73]. Given the large number of lncRNAs expressed by the human (>15,000) and mouse genomes (>7600), it is likely that additional roles for these molecules will be identified in the appendicular cartilage and bone (GENCODE ver. 22, [74]). In this report, we identify the lncRNA, *LncRNA-HIT*, as an essential component for chondrogenesis, regulating multiple genes to facilitate the formation of cartilage from undifferentiated limb mesenchyme.

### *LncRNA-HIT* regulates BMP signaling to facilitate chondrogenesis

Ontological analysis of loci contacted and regulated by *LncRNA-HIT* suggests that the lncRNA coordinates the expression of genes whose products mediate chondrogenic differentiation in the limb mesenchyme. This conclusion is consistent with the decrease in cartilage nodule formation in response to the *LncRNA-HIT* and *Snd1* siRNA treatments. Early studies of cartilage formation identified disruptions in the initial condensation of the limb mesenchyme as a primary cause of reduced cartilage formation [75–76]. More importantly the regulation of mesenchymal condensation was recently shown to require BMP-SMAD4 signaling, independent of SOX9 function [77]. This finding provides a mechanism to explain the loss of cartilage formation in the micromass assays, as *Bmpr1b*, a major receptor for GDF5 and other BMPs during limb development, is significantly down-regulated in response to the *LncRNA-HIT* siRNA treatments (Fig 4) [78–80]. In the absence of BMPR1B, the primary chondrogenic phenotype exhibited by humans and mice is the loss of prechondrogenic condensations and skeletal element hypoplasia, particularly in the distal limb, a region that also strongly expresses *LncRNA-HIT* (Fig 1) [80–83]. Reductions in *Bmpr1b* expression in response to the *LncRNA-HIT* siRNA treatments could also reflect a loss in p100 enrichment. This conclusion is supported by the RNA tethering assay which determined that interactions between *LncRNA-HIT* and p100 were sufficient to activate gene expression from a synthetic locus. By this mechanism, *LncRNA-HIT* could regulate *Bmpr1b* as well as additional loci by stabilizing p100 at the *Bmpr1b* locus; providing a functional explanation for the 4.75-fold decrease in *Bmpr1b* expression in response to the *LncRNA-HIT* siRNA treatments. Alternatively, the down-regulation of *Bmpr1b* expression in response to the *LncRNA-HIT* siRNA treatments could also reflect indirect regulation of *Bmpr1b* by another *LncRNA-HIT*-regulated gene product.

A second component contributing to the control of chondrogenesis by *LncRNA-HIT* is its regulation of *Hoxa13 and Hoxa11* which previous studies indicate can regulate additional components of the BMP-signaling cascade including *Bmp2* and *Bmp7* by HOXA13 and *Runx2 by* HOXA11 [84–85]. Thus in the absence of *LncRNA-HIT* function, the expression of receptor, ligand, and transcriptional components of the BMP signaling pathway are reduced, which in combination, explains the reductions in mesenchymal cell condensation and cartilage nodule formation exhibited by the micromass assays treated with the *LncRNA-HIT* siRNAs.

### *LncRNA-HIT* functions as an enhancer lncRNA

The down-regulation of 5’ HoxA genes in response to *LncRNA-HIT* siRNA treatments suggests that *LncRNA-HIT* may be functioning as an enhancer lncRNA. Recent studies of enhancer lncRNAs indicate that these molecules regulate the expression of nearby genes by recruiting chromatin modifying proteins to increase the accessibility of the chromosomal region to gene-regulatory factors [6,22,86]. In the limb mesenchyme, our detected decrease in H3K27ac and 5’ HoxA gene expression in response to *LncRNA-HIT* siRNA treatments support a role for *LncRNA-HIT* as an enhancer lncRNA using its associated proteins (p100 and CBP) to facilitate expression of the surrounding 5’ HoxA genes (Fig 12). It is interesting to speculate that the presence of *LncRNA-HIT* within the 5’ HoxA cluster in many vertebrate genomes (S1 Fig) may reflect its conservation as an essential enhancer of 5’ HoxA gene expression, providing a fundamental epigenetic mechanism to promote chondrogenic differentiation; presumably through its recruitment of the p100/CBP complexes. P100/CBP complexes are important components of the STAT6-dependent enhanceosome which functions as a transcriptional enhancer of genes involved in the interleukin 4 gene regulatory cascade [47–48,87]. In limb mesenchyme, *LncRNA-HIT* may be working in a similar capacity, forming a complex with p100 and CBP to regulate pro-chondrogenic gene expression.

**Fig 12:**
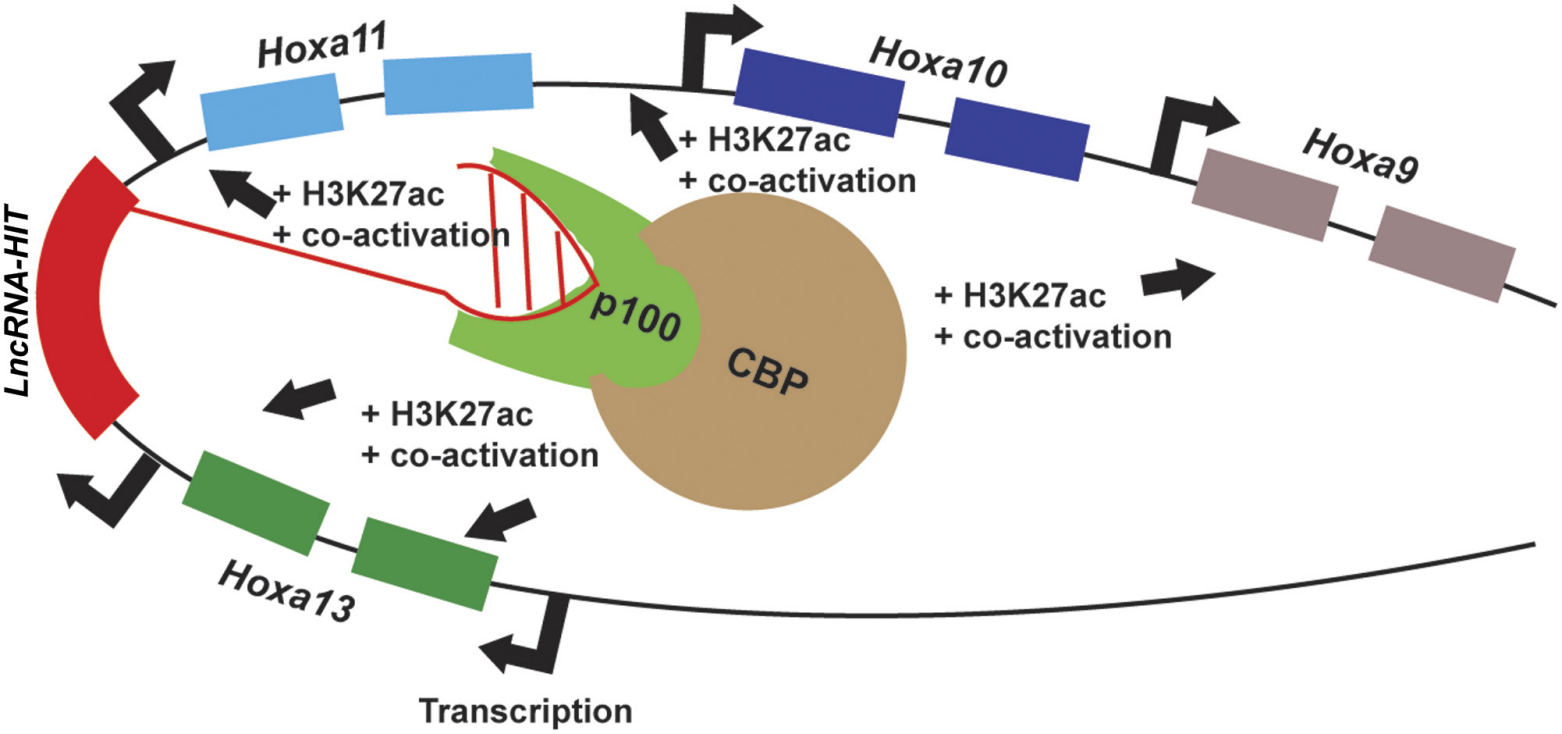
Model of enhancer RNA function of *LncRNA-HIT* at the 5’ HoxA locus.

Interestingly, the results from the RNA tethering assay also suggest that interactions between *LncRNA-HIT* and p100 may be required to confer functional competence to the RNA protein complex, as the activation of the luciferase reporter occurred only when p100 and *LncRNA-HIT* were co-expressed. Recent studies support this conclusion, as mutations in WDR5 that prevent lncRNA binding impacts WDR5-MLL chromatin occupancy, maintenance of H3K4 trimethylation, and the regulation of genes necessary for embryonic stem cell self-renewal [46]. Taken together these findings suggest that *LncRNA-HIT* promotes gene expression by two mechanisms, first: by binding to p100 to stabilize the protein to promote its co-activator function and second: through its recruitment of CBP to promote chromatin accessibility by maintaining H3K27ac which in the 5’ HoxA region facilitates the expression of multiple factors whose products instruct the limb mesenchyme to form skeletal tissues [27, 30–31,42, 88–89].

### *LncRNA-HIT* may have additional functions in onset and progression of some cancers and in the development of other tissues

Transcriptional profiling of breast tumor cell lines initially identified *LncRNA-HIT* as a TGFβ-induced transcript [35]. Interestingly, TGFβ1/SMAD signaling can also promote *Snd1* (p100) expression which can facilitate epithelial to mesenchymal transitions (EMT) in mammary tumor cell lines, a causal event in tumor cell migration and invasion [90–94]. In these tissues, Tgfβ should induce both *LncRNA-HIT* and *Snd1* (p100) which would activate *Hoxa13*, which has been previously shown to mediate the formation of vascular tissues, providing a mechanism to promote tumor vascularization and growth [95].

Interestingly several studies investigating predicative biomarkers of cancer progression and patient outcomes in hepatocellular carcinoma have implicated the expression *HOXA13* and *HOTTIP* as indicators of poor prognosis with high disease progression [96–97]. Given that the physical distance between *LNCRNA-HIT*, *HOXA13*, and *HOTTIP* is only 6.5 kb in both humans and mice, it is possible that *LNCRNA-HIT’s* function may also be co-opted in these cancers. If human *LNCRNA-HIT* is determined to be expressed in hepatocellular carcinoma, a ChIRP-seq approach could be used to determine the loci contacted by the lncRNA-protein complex, providing additional therapeutic targets for this disease. Moreover, several non-chondrogenic regions also express *LncRNA-HIT* during murine development including the gut epithelium and the genital tubercle, suggesting that the lncRNA may have additional roles in the formation of these tissues. Using the approaches outlined in this study, including ChIRP-seq and RNA affinity chromatography the proteins interacting with *LncRNA-HIT* in these tissues as well as the loci contacted by the protein-lncRNA complexes can be identified providing new insights into the developmental regulation of these tissues. To discern the *in vivo* functions of *LncRNA-HIT* during development will be more challenging, as targeted disruptions of *LncRNA-HIT* should affect 5’ HoxA gene expression either by disrupting activation mediated by the enhancer RNA functions of *LncRNA-HIT* -p100/CBP complexes or by disrupting *cis*-regulatory elements required for 5’ HoxA gene expression. By either mechanism 5’ HoxA gene expression would be reduced, creating phenotypes that cannot be solely attributed to the loss of *LncRNA-HIT* function.

*LncRNA-HIT* is also capable of functioning as a guide RNA as it can recruit the same proteins to loci independent of its site of transcription. By this process *LncRNA-HIT*-p100/CBP complexes can regulate a larger cohort of genes. As an epigenetic modulator of chondrogenesis, *LncRNA-HIT*, may be one of several non-coding RNA species required for the formation and/or maintenance of cartilage tissues including micro RNAs MiR-145 and 337 as well as the small nucleolar RNAs U38 and U48 which are elevated in the serum of individuals affected by injury-induced osteoarthritis [98–99]. These studies in conjunction with the present work indicates a higher level of gene regulation is necessary for the initial formation of cartilage tissues as well as its loss during osteoarthritis, providing additional targets to exploit as therapies to minimize joint tissue loss as a consequence of injury or disease.

## Materials and Methods

### Ethics statement

All investigations using mice were certified as compliant with AVMA guidelines by the OHSU IACUC board prior to implementation following an approved mouse use protocol IS00001648 to HSS. Euthanasia was conducted using CO2 gas until all signs of movement and respiration ceased, followed by prompt thoracotomy. This method is consistent with the recommendations of the Panel on Euthanasia of the American Veterinary Medical Association. PHS 398/2590 (Rev. 06/09).

### Mouse tissues and gestational timing

Embryonic tissues were derived from timed matings of wild type Swiss Webster mice (Charles River Labs). Gestational development was measured in embryonic days (E) where E = 0.5 reflects the detected day of a vaginal plug.

### RNA FISH

Limb bud mesenchyme was dissected from E 11.0 embryos, dissociated, and grown in culture in two chamber cover-glass slides (Nunc Lab- TEKII, Thermo Scientific) as described [55]. After 24H the cells were fixed for 10 min using 4% formaldehyde/PBS and prepared for RNA FISH following the protocol described by the Lanctôt laboratory (http://lanctotlab.org/en/protfish_rnafisholigo20mer.html). The *LncRNA-HIT* RNA FISH probe sets were synthesized and labeled with CalFluor Red 610 by Stellaris Biosearch Technologies (S1 Table). Cells were imaged using a Zeiss Axioplan epifluorecence microscope fitted with a 100x 1.4 NA oil objective and a cooled monochrome CCD camera using a 2 second exposure. Detected signals were pseudo-colored red (*LncRNA-HIT*), green (*Gapdh*), and blue (DAPI) using the Zeiss AxioVision digital image processing software (release 4.7.2).

### p100 and CBP RNA Immunoprecipitation (RIP)

Approximately 1mg of E 11.5 limb bud lysates were used to immunoprecipitate p100 and CBP with endogenous *LncRNA-HIT* transcripts following the previously described RIP procedure [5, 68] using antibodies specific for SND1 (p100) (Cat. Ab65078 Abcam, Cambridge, MA) and CBP (Cat. 7389 Cell Signaling, Danvers, MA). After immunoprecipitation of p100, CBP, or IgG, the co-immunoprecipitated RNA was extracted using TRIzol following the manufacturer’s protocol (ThermoFisher). After extraction, the isolated RNA was treated with RQ1 Rnase-Free Dnase (Cat. M6101 Promega, Madison, WI) and evaluated for enrichment of *LncRNA-HIT* using qRTPCR as described in the RNA isolation and qRTPCR section of the Methods. Three independent immunoprecipitation assays were performed for p100, CBP, and the IgG control analysis of *LncRNA-HIT* co-immunoprecipitation.

### Micromass tissue culture

Embryos were collected at E 10.5 as described [55]. Cells were transfected with two small interfering RNAs (siRNAs) specific for *LncRNA-HIT* or with a scrambled siRNA control at a concentration of 10 nM using Trifectin as recommended (IDT, Coralville, Iowa). 24H after transfection, the cells were trypsinized and resuspended to a final concentration of 2x10^7^ cells/ml and seeded as 10 ul drops into 60 mm Falcon tissue cultures as described [56]. The *LncRNA-HIT* siRNA sequences used were:

1. Antisense 5’ UUAAGGUCACAGACCACCUUGGAGGGU 3’
2. Antisense 5’ CCUCUCUCUCCCUCCCUCCUUUCCUUU 3’

For *Snd1* repression, limb mesenchyme was transfected using a commercial *Snd1* siRNA cocktail at 30 nM concentrations as recommended by the manufacturer (Life Technologies: Cat: 4390771, Grand Island, NY).

### ChIRP-seq analysis

25 oligonucleotide probes corresponding to the murine *LncRNA-HIT* transcript were selected using the Stellaris Probe Designer Software set to masking level 5 (biosearchtech.com) (S2 Table). The oligonucleotide sequences were synthesized with an 18-atom spacer followed by a biotin tag located at the 3’ end and purified by HPLC as described by the manufacturer (IDT, Coralville, Iowa). The autopod regions of the E 11 limbs were dissected and digested for 10 minutes in sterile PBS containing 0.1% trypsin and 0.1% collagenase as described [56]. Approximately 2000 embryonic limb buds were required to produce the 200mg cells needed for each ChIRP assay. Cell lysis and chromatin shearing and streptavidin bead precipitation were accomplished using a Bioruptor instrument (Diagenode) as previously described [50]. As a control, chromatin from murine glial cells (a kind gift from Dr. Peter Hurlin), that do not express *LncRNA-HIT*, were used in parallel assays and hybridized with the same *LncRNA-HIT* probes. The precipitated DNA was quantified using a Qubit 2.0 DNA fluorometer (Life Technologies) and submitted to Elim Biopharm (Hayward, CA) for library preparation and next generation sequencing using an Ilumina HiSeq 2500 sequencer.

### Data analysis

The *LncRNA-HIT* ChIRP-seq libraries were mapped, normalized, and analyzed using the ChIRP-seq analysis pipeline previously described [51]. Raw reads from each ChIRP-seq library were uniquely mapped to the reference mouse genome (mm9) using bowtie-0.12.9 and normalized to total read count as described [52–53]. Even and odd *LncRNA-HIT* ChIRP samples were merged by taking the minimum value of the even and odd tracks at each genomic position. The mouse glial cell line that does not express *LncRNA-HIT* was used as a control to identify false hybridization peaks detected by the *LncRNA-HIT-*specific even and odd probe pools. Peaks were called by MACS using the *LncRNA-HIT* ChIRP merge sample and the DNA input, with an initial threshold p-value ≤ 5.9 x 10^−57^ corresponding to 775 peaks based on visual inspection of the peaks using the UCSC Genome Browser. Peaks were additionally filtered by visual inspection with UCSC Genome Browser excluding any peak with a corresponding peak in the glial controls. The limb-specific peaks were then submitted for analysis using the Genomic Regions of Enrichment of Annotations Tool (GREAT) [54]. Following GREAT the peaks were additionally filtered to identify high confidence peaks mapping within 25 kb of a known gene resulting in the identification of 42 *LncRNA-HIT*-associated genes by visualization using the UCSC Genome Browser. The *LncRNA-HIT* ChIRP-seq data sets have been submitted to the NCBI GEO repository under the accession number, GSE70986.

### Peak validation

42 near-peak genes were validated for regulation by *LncRNA-HIT* -p100/CBP using siRNA-mediated reduction of the native *LncRNA-HIT* transcript followed by gene-specific qRTPCR in limb mesenchyme primary cultures. For each gene, a minimum of three independent *LncRNA-HIT* siRNA treatments followed by qRTPCR was performed. A scrambled siRNA control was used in parallel assays for each validation experiment. Genes exhibiting decreased expression ≤ -1.5-fold, were assessed for their collective ontological function using the GO consortium ontology tool kit, AmiGo version 2.1.4, using the criteria: experimental biological processes in *M*. *musculus* (http://amigo2.berkeleybop.org/amigo) [100].

### RNA Isolation and qRTPCR

RNA was isolated using TRIzol (Life Technologies, Grand Island, NY) as instructed by the manufacturer. Gene expression levels were quantitated using a real-time quantitative reverse transcriptase polymerase chain reaction method (qRTPCR). First-strand cDNA was synthesized using an ImProm-II Reverse Transcription System (Promega, Madison, WI). A minimum of three independent samples were used for qRTPCR using a SYBR Green PCR Super Mix and an IQ5 thermal cycler according to the manufacturer’s instructions (BioRad Hercules, CA). Fold change expression levels were determined after normalization of the amplification products to *Gapdh* expression using the BioRad IQ5 software suite. Student’s t-tests were used to determine statistical significance. Data was plotted using Sigmaplot 10.0 (Systat, San Jose, CA). Primer sequences used for the qRTPCR assays are presented in S3 Table.

### Alcian blue staining

Cartilage nodule formation in the siRNA-treated micromass cultures was visualized by staining the micromass cultures with Alcian blue 8GX (Canemeo Inc, QC, Canada), as described [101]. Alcian blue stained nodules were photographed using a Leica MZFLIII stereoscope fitted with a Canon EOS 40D digital camera.

### RNA tethering assay

RNA tethering assays were performed using expression vectors encoding GAL4-p100 andGAL4-λN as described [5, 64]. Expression plasmids containing five copies of the *BoxB* transcript or containing the same five copies of the *BoxB* transcript fused to the *LncRNA-HIT* transcript (*BoxB-LncRNA-HIT*) were subsequently transfected into NG108-15 cells with the GAL4-λN and/or the GAL4-p100 expression vectors using increasing dosages of the *BoxB* or *BoxB-LncRNA-HIT* vectors at 0, 50, 100, or 250 ng per assay and assessed for luciferase expression 48H after transfection using the Dual-Luciferase Reporter Assay System (Promega, Madison, WI). All analyses were performed in triplicate and the average and standard deviation were plotted using Sigmaplot 10.1.

### *LncRNA-HIT* WDR5 interaction analysis

Flag-WDR5 293T cells were transfected with a *LncRNA-HIT* expression vector and evaluated for WDR5-*LncRNA-HIT* interactions by RNA protein co-immunoprecipitation as described [102].

### RNA affinity assay

Mouse *LncRNA-HIT* and *U1* genes were cloned into the pCDNA3 vector (Life Technologies, Grand Island, NY) and transcribed using T7 RNA polymerase and biotin-16-UTP as described by the manufacturer (Roche, Indianapolis, IN). Cell lysates from E11.0 wild type embryos limbs which were homogenized in mRIPA buffer and centrifuged as described [103]. 1 mg of total protein was incubated with either the *LncRNA-HIT* or *U1* transcripts tagged with biotin-16-UTP 12 H at 4°C. Following incubation, the RNA-protein mixtures were incubated with 100 μl prewashed streptavidin beads for 2.5 H at 4°C. After incubation, the streptavidin beads were washed five times in ice cold PBS and combined with 50 μl of an SDS elution buffer containing 125 mM Tris/HCl pH 6.8, 20% glycerol, 4% SDS, 10% 2-mercaptoethanol and 0.02% bromphenol blue. After two rounds of elution, the recovered protein mixture was heated to 95°C for 5 minutes and fractionated by SDS-PAGE electrophoresis using a 4–12% gradient gel (Nu Page, Invitrogen). The gels were stained with Coomassie blue and the individual bands digested with trypsin and submitted for identification by mass spectroscopy by the OHSU Proteomics Core Facility as described [104].

### *In situ* hybridization

The antisense riboprobe specific for mouse *LncRNA-HIT* was generated using PCR amplification of the gene-specific sequence. The amplifying primers were: 5’-AGAGGAGGTTCCCAGACTCC-3’, and 5’-GCACACAAACACTGATATGCAA-3’. Riboprobe synthesis and *in situ* hybridization was performed on mouse embryos as described [105].

### Quantitative Chromatin immunoprecipitation (qChIP)

Limb buds from E 11.0 embryos were dissected, and the mesenchymal cells were transfected with the previously described *LncRNA-HIT* siRNAs. 24 H after transfection, qChIP assays were performed as described [106–108], using an anti-acetyl histone H3 (lys27) antibody (Cat. 07–360, Millipore, Billerica, MA) or mouse IgG (Diagenode: C15400001) as a negative control. DNA sequences specific to H3K27ac peaks proximal to *LncRNA-HIT* -associated peaks were identified using an overlay of the E 10.5 limb bud H3K27ac ChIP-seq dataset [63] and the UCSC Genome Browser. Primers were selected to amplify the DNA regions containing the H3K27ac *peaks* using Primer3 (simgene.com) (S4 Table). ChIP-enriched H3K27ac fragments were quantified by qPCR using an IQ5 quantitative PCR instrument (BioRad, Hercules, CA) as described [107–108].

## Supporting Information

S1 Fig *LncRNA-HIT* gene sequence, conservation and translational analysis. **(A)** Location of *LncRNA-HIT*, *Hoxa11*, *Hoxa13*, and *Hottip* on mouse Chromosome 6. Numerical values represent predicted physical distances in kilobase pairs. Arrows represent the direction of gene transcription. **(B)** Sequence of *9530018H14RIK*. Conserved region is underlined in red. Sequences underlined in black represent the potential RNA nuclear retention signal. **(C)** Translation of the *LncRNA-HIT* transcript in all six reading frames. Pink Bars represent stop codons in each reading frame. Green Bars represent initiation codons present in each reading frame. **(D**). *LncRNA-HIT* (9530018H14Rik) probe sets included on the Affymetrix MOE 430 2.0 Mouse gene chip. **(E)** Conservation of the sequence in multiple vertebrate species.
(TIF) Click here for additional data file.

S2 Fig Assessment of *LncRNA-HIT*, *Hoxa13*, and *Hottip* for protein coding potential. **(A)** Coding potential assessment using CPAT which determined low coding potential for *LncRNA-HIT* and *Hottip*, and high coding potential for *Hoxa13*. **(B)** Initiation codon translational analysis using NetStart for *LncRNA-HIT*, *Hoxa13*, and *Hottip*. Stop codons are depicted with the letter N, favorable initiation codons are depicted with the letter i.
(TIF) Click here for additional data file.

S3 Fig RIP qRTPCR analysis of *LncRNA-HIT*, *Hotair*, or *U1* RNA binding to WDR5. Blue bars represent gene-specific enrichment after precipitation of FLAG-tagged WDR5 compared to an IgG precipitated control (pink bars). Note that the precipitation of WDR5 did not produce an enrichment of the *LncRNA-HIT* transcript.
(TIF) Click here for additional data file.

S4 Fig *LncRNA-HIT* and U1 RNA affinity chromatography identifies a specific interaction between *LncRNA-HIT* and p100 in E 11.0 limb bud cell lysates. Proteins bound to the *LncRNA-HIT* RNA were eluted using increasing molar amounts of NaCl or Guanidine and fractionated using PAGE. Individual bands were sequences by mass spectroscopy. A prominent 100 Kd band (asterisk) eluting from the *LncRNA-HIT* column but not the U1 column was identified as p100 by protein mass spectrometry.
(TIF) Click here for additional data file.

S5 Fig GREAT analysis of *LncRNA-HIT* peak distribution in the murine genome. **(A)** Genomic regions with associated gene regulatory regions. Red bar represent the number of *LncRNA-HIT* peaks associating with genomic regions lacking a known *cis*-regulatory function. Open bars represent the number of *LncRNA-HIT* peaks associating with previously characterized *cis*-regulatory element capable of regulating one or more genes. **(B).** Distance between the *LncRNA-HIT* associated genomic regions known translational start sites (TSS). **(C)** Absolute physical distance between *LncRNA-HIT* associated peaks and TSS sites. **(D)** GO analyses based on the association of the lncRNA with known cis-regulatory elements. Note that no functional terms were detected for the *LncRNA-HIT* peaks, suggesting the lncRNA may associate with novel cis-regulatory elements or may function at non *cis* regulatory regions to regulate near-peak gene expression.
(TIF) Click here for additional data file.

S6 Fig Ontological analysis of the *LncRNA-HIT*-regulated genes using AMIGO 2.0 for experimental biological processes. Note that significant ontologies were detected for proximal distal pattern formation and the regulation of chondrocyte differentiation.
(TIF) Click here for additional data file.

S1 Table Nucleotide sequences for the LncRNA-HIT RNA FISH probe set. (DOCX) Click here for additional data file.

S2 Table LncRNA-HIT ChIRP probe set. (DOCX) Click here for additional data file.

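The table lists the DNA oligonucleotides used to pull down the lncRNA. Each is 20 bases long and complementary to a stretch of the RNA. Odd-numbered and even-numbered probes form separate sets, so that sequence pulled down by chance with one set is removed when the lower of both tracks is taken. A genomic site that resembles probes of both sets would pass that step.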

S3 Table qRTPCR primers used to validate LncRNA-HIT regulation of peak-associated genes. (DOCX) Click here for additional data file.

S4 Table qPCR primers used to detect changes in H3K27ac fragment enrichment. (DOCX) Click here for additional data file.

S5 Table Sequences associated with murine H3K27ac peaks proximal to the promoter regions of *Skap*2 and *Creb5*. (DOCX) Click here for additional data file.

# Supplementary material for: LncRNA-HIT Functions as an Epigenetic Regulator of Chondrogenesis through Its Recruitment of p100/CBP Complexes
**Source:** PLoS Genet. 2015 Dec 3;11(12):e1005680. doi: 10.1371/journal.pgen.1005680
**Supplement:** S1 Table

| \| S1 Table LncRNA-HIT RNA FISH probe set \| \| \| --- \| --- \| \| Probe \| 5'-3' Sequence \| \| 1 \| CATTTGCCACAGGGAGTCTG \| \| 2 \| CTGATACTCAACAACTGGTT \| \| 3 \| catttgccacagggagtctg \| \| 4 \| ctgatactcaacaactggtt \| \| 5 \| aaatacgacagtctaggcat \| \| 6 \| cacatgcagacttaagagca \| \| 7 \| accaaaaacctgtcctttca \| \| 8 \| ctagtcctgtcatttcaaca \| \| 9 \| caaggtcaaggtttaaggcc \| \| 10 \| gtcaaggtcacaaattgtct \| \| 11 \| gaccaattcatgagctgtca \| \| 12 \| cttgatctacgaatctggct \| \| 13 \| gaagcttgtcaacacgaggt \| \| 14 \| tcactcgtcagcaattaata \| \| 15 \| atcggcttaaataccagtat \| \| 16 \| attttgtaccccaagtctag \| \| 17 \| cacaattcaccgcataagga \| \| 18 \| ttaagaacacgtcttggact \| \| 19 \| gtgagggctgggagtgaatg \| \| 20 \| attaaggtcacagaccacct \| \| 21 \| gagactttttaatttgccgt \| \| 22 \| actctagagttaggaaggta \| \| 23 \| gtccgtattgtgatcatttt \| \| 24 \| aacaatcagctctgagctgt \| \| 25 \| agattgcacaccattatggg \| \| 26 \| caaatggtgtgcaagtatca \| \| 27 \| gttttgatagtggttgttga \| \| 28 \| gggggccaataaacaatagc \| \| 29 \| acacaatatctcctgtgctg \| |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |

# Supplementary material for: LncRNA-HIT Functions as an Epigenetic Regulator of Chondrogenesis through Its Recruitment of p100/CBP Complexes
**Source:** PLoS Genet. 2015 Dec 3;11(12):e1005680. doi: 10.1371/journal.pgen.1005680
**Supplement:** S2 Table

| S2 Table. LncRNA-HIT ChIRP-seq probe sets  Probe  1 5’-CAT TTG CCA CAG GGA GTC TG/iSp18//3Bio/-3’  2 5’-CTG ATA CTC AAC AAC TGG TT/iSp18//3Bio/-3’  3 5’-AAA TAC GAC AGT CTA GGC AT/iSp18//3Bio/-3’  4 5’-CAC ATG CAG ACT TAA GAG CA/iSp18//3Bio/-3’  5 5’-ACC AAA AAC CTG TCC TTT CA/iSp18//3Bio/-3’  6 5’-CTA GTC CTG TCA TTT CAA CA/iSp18//3Bio/-3’  7 5’-CAA GGT CAA GGT TTA AGG CC/iSp18//3Bio/-3’  8 5’-GTC AAG GTC ACA AAT TGT CT/iSp18//3Bio/-3’  9 5’-GAC CAA TTC ATG AGC TGT CA/iSp18//3Bio/-3’  10 5’-CTT GAT CTA CGA ATC TGG CT/iSp18//3Bio/-3’  11 5’-GAA GCT TGT CAA CAC GAG GT/iSp18//3Bio/-3’  12 5’-ATC TTC ACT CGT CAG CAA TT/iSp18//3Bio/-3’  13 5’-CCA AGT CTA GAA ATC GGC TT/iSp18//3Bio/-3’  14 5’-GAA ATC TGA TGC ACG GCG AG/iSp18//3Bio/-3’  15 5’-TTA AGA ACA CGT CTT GGA CT/iSp18//3Bio/-3’  16 5’-GTG AGG GCT GGG AGT GAA TG/iSp18//3Bio/-3’  17 5’-ATT AAG GTC ACA GAC CAC CT/iSp18//3Bio/-3’  18 5’-GAG ACT TTT TAA TTT GCC GT/iSp18//3Bio/-3’  19 5’-ACT CTA GAG TTA GGA AGG TA/iSp18//3Bio/-3’  20 5’-GTC CGT ATT GTG ATC ATT TT/iSp18//3Bio/-3’  21 5’-AGA TTG CAC ACC ATT ATG GG/iSp18//3Bio/-3’  22 5’-CAA ATG GTG TGC AAG TAT CA/iSp18//3Bio/-3’  23 5’-GTT TTG ATA GTG GTT GTT GA/iSp18//3Bio/-3’  24 5’-GGG GGC CAA TAA ACA ATA GC/iSp18//3Bio/-3’  25 5’-ACA CAA TAT CTC CTG TGC TG/iSp18//3Bio/-3’ |
| --- |

# Supplementary material for: LncRNA-HIT Functions as an Epigenetic Regulator of Chondrogenesis through Its Recruitment of p100/CBP Complexes
**Source:** PLoS Genet. 2015 Dec 3;11(12):e1005680. doi: 10.1371/journal.pgen.1005680
**Supplement:** S3 Table

| **S3 Table qRTPCR primers used to validate LncRNA-*HIT*-regulated loci**  Pik3cbF 5'-CCATATCCGTCGATTTCCTT-3'  Pik3cbR 5'-CGAGTCAATGTCCATGAGGA-3'  LncRAN-HITF 5'- CCAGACTCCCTGTGGCAAATGAAA-3'  LncRNA-HITR 5'-CATGAGCTGTCAAAAGTCAAGGTCAC-3'  Col14a1F 5'-TGCTTGTTTCTGCACCATTG-3'  Col14a1R 5'-AGCCACCAAATTTCCCTCTT-3'  Bmpr1bf 5'-GGCCCAAGATCCTACGTTGT-3'  Bmpr1bR 5'-CATCCAGAGGTGACAACAGG-3'  Pbx1F 5'-CAGGACATCGGGGACATTT-3'  Pbx1R 5'-CACATTAAACAAGGCAGGCTTC-3'  D15ertd621eF 5'-CATCGACGTTGAGTTCCACA-3'  D15ertd621eR 5'-CGCAACTGATTGCGAATACT-3'  Adam17F 5'-CTGACCACTTTGGTGCCTTT-3'  Adam17R 5'-TCCTTATGGAGTGCTGCTGA-3'  DtlF 5'-GCCCAGATGCTCTTCAACTC-3'  DtlR 5'-TGGGACTCCTGTTTCTCCAT-3'  Fcho2F 5'-CATTTCGTGGAGAATTTCTGG-3'  Fcho2R 5'-TCATTGATCTGGAGTATGCCTCT-3'  HoxA13F 5'-CCAAATGTACTGCCCCAAAGAGC-3'  Hoxa13R 5'-CGTAGCGTATTCCCGTTCGAGTT-3'  Arl15F 5'-TGAGGCGTTTCTGTACATGG-3'  Arl15R 5'-GACAGCAGGCTGGTTTTCC-3'  Pcsk6F 5'-CTACCTCAACTTGGGCCAGA-3'  Pcsk6R 5'-GGGTCCATTCTGAGGAAGGT-3'  Ell2F 5'-ACAACATCACCGTGCTGCAT-3'  Ell2R 5'-CCTTGGAGTCCTTGGAACTG-3'  Kdelr2F 5'-GCCATCGTCATCCTACTGCT-3'  Kdelr2R 5'-TGAAGGAAGTGAAAAGGTCCA-3'  Hoxa11F 5'-GTCTTCCGGCCACACTGA-3'  Hoxa11R 5'-GACAGTTGCAG CGCTTCTCT-3'  Ctnnb1F 5'-AAGGGCAACCCTGAGGAAGA-3'  Ctnnb1R 5'-CATTGCATACTGCCCGTCAA-3'  Zbtb40F 5'-CCTGTTGGACAAATCCCAAG-3'  Zbtb40R 5'-GCCAGTCTTCTCAGGGTGTC-3'  Cdh11F 5'-CTGCAACGCTCCAAGAGAG-3'  Cdh11R 5'-ATGTTCCCATCACCGGAGT-3'  CtgfF 5'-TGTGCACTGCCAAAGATGGT-3'  CtgfR 5'-TCCAGGCAAGTGCATTGGTA-3'  Adamts5F 5'-TGGCAGCACCA CATAACCA-3'  Adamts5R 5'-CCCAGGGTGTCACATGAATGA-3'  Gli2F 5'-AGCCCAGCCTTCACTTTTCC-3'  Gli2R 5'-AGGGGTGGTGTGTGTCCAAA-3'  Stard7F 5'-GGCCATGCCTCTGTTTTG-3'  Stard7R 5'-TGACATTTCTTCCAACCGTTTC-3'  Pcsk6F 5'-CTACCTCAACTTGGGCCAGA-3'  Pcsk6R 5'-GGGTCCATTCTGAGGAAGGT-3'  Rbms3F 5'-AAAGCAGTGGCGTCCTTGAA-3'  Rbms3R 5'-TCCAGCTCCTGCTCATCCAT-3'  Gpc6F 5'-CTTACGGTGCCAAGGGATT-3'  Gpc6R 5'-CTGTTGACTCAGCTTGTCTTCC-3'  TrioF 5'-CCAAGGACCTAGCCGACAT-3'  TrioR 5'-AATGGGACCTCCACGCTTAT-3'  Mospd4F 5'-AGCACAAGTTCATGGTGCAG-3'  Mospd4R 5'-CGGTTCAAACACACACCTCA-3'  Glt25d1F 5'-TCGTCTTTGCCTTCTCCTGT-3'  Glt25d1R 5'-AAGCTCTCTGCTTCGTCCTG-3'  Ncam1F 5'-AAGTGTGTGGTCACGGCTGA-3'  Ncam1R 5'-ACAGCATCCTCCCCTTCCTT-3'  Alox5apF 5'-CCTTGTCACCCTCATCAGC-3'  Alox5apR 5'-AGTGTAGACCCGCTCAAAGG-3'  Ralgps2F 5'-GGCAGGCAAGCAGTGTTACT-3'  Ralgps2R 5'-CGCGTATTCTTCTGGCGTA-3'  Col5a3F 5'-ACAGGGTGACCGAGCATTCA-3'  Col5a3R 5'-TCAGTGTGAGCAGCCAGAAAA-3'  Acss3F 5'-TACAAGCCCTGGACCAAAAC-3'  Acss3R 5'-CTTATCCCCTTGGCCATTTT-3'  Akap6F 5'-CAGACAGCAAGCATGTGGAT-3'  Akap6R 5'-ACAGCAGCTTCAGGGAGAAC-3'  Lynx1F 5'-CCATCTGCTCACAGTGTTCC-3'  Lynx1R 5'-TTCGTGTGGTCATACAGTAGGTG-3'  Sap130F 5'-TTCCGCAGGACTGATAAACC-3'  Sap130R 5'-TAGGGCCTTACCACAACTGG-3'  Pde11aF 5'-CCCTGCAGTAGCACAGAGAA-3'  Pde11aR 5'-AATCTTCGGTCCTGGTAGGC-3'  Vwa5b1F 5'-TGACAGCCTCCCTCACCTAC-3'  Vwa5b1R 5'-CAACACGGTCAGCAATGACT-3'  Tmem132dF 5'-TAGCTGCCCTTTTCTCCAAA-3'  Tmem132dR 5'-AGAAGGAGACATCCGCATTG-3'  Unc13aF 5'-GGTGCCCAAGAGAAGTTCAA-3'  Unc13aR 5'-GCGGTTGATCTCAAACATGA-3'  TpoF 5'-ATGGCAATAATGCTGGTGGT-3'  TpoR 5'-ACCATGAGCTGGCTCGTTT-3'  Mctp1F 5'-AAAGTTTAGCTGCCCGTGAT-3'  Mctp1R 5'-CCTCCCACACAGGATTTAGG-3'  NuggcF 5'-CTCGGAGTAGCACCTCTTGG-3'  NuggcR 5'-CAGAAGGAAAGGCCTGGAAT-3'  Ppp1r32F 5'-ACTCCCTCTTGGGGTTGTCT-3'  Ppp1r32R 5'-TGTAGCCTGTGCCTACATGG-3' |
| --- |

# Supplementary material for: LncRNA-HIT Functions as an Epigenetic Regulator of Chondrogenesis through Its Recruitment of p100/CBP Complexes
**Source:** PLoS Genet. 2015 Dec 3;11(12):e1005680. doi: 10.1371/journal.pgen.1005680
**Supplement:** S4 Table

| **S4 Table qPCR Primers to detect H3K27ac ChIP-fragments at the *HoxA11*-*HoxA13* locus and at the top-five loci impacted by the lncRNA-HIT siRNA treatments**  **Hoxa11-Hoxa13 locus**  Peak 1F 5'-GATAAGTACAGAGTGCTCGATGCTGAG-3'  Peak 1R 5'-CGCCTATGGACCCCCATC-3'  Peak 2F 5'-GCTGTACATGTTTGTTACAGTCCAAGA-3'  Peak 2R 5'-TGTGAGACTTTTTAATTTGCCGTAAAGAT-3'  Peak 3F 5'-GCTGACGAGTGAAGATACTGTAATTTAAGC-3'  Peak 3R 5'-GTTGGCCATTAAAGAAAGGAAGCA-3'  Peak 4F 5'-TGACAAGCTTCCTTGACGTTC-3'  Peak 4R 5'-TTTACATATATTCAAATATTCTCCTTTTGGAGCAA-3'  Peak 5F 5'-TTTGTGACCTTGACTTTTGACAGCTC-3'  Peak 5R 5'-CTGAAGAACGTCAAGGAAGCTTGT-3'  Peak 6F 5'-GGTGTTCTGAAAGGGAGAGAAAGGA-3'  Peak 6R 5'-ACGACAGTCTAGGCATTGCTGA-3'  Peak 7F 5'-TTGTTAAACATTTTGCTAGGGACATCA-3'  Peak 7R 5'-TGCAGACATCTAAATATTTTGGGAGAA-3'  Peak 8F 5'-CCAACACTGTCAAAGGATTTTTCCA-3'  Peak 8R 5'-CCTTCCAGGAGAAGGGGCATA-3'  Peak 9F 5'-CCTGCCATTGTTCCTTCTGGA-3'  Peak 9R 5'-TGGATGAGCGTTCTCTCTCCTC-3'  Peak 10F 5'-TCATCAGCCCCTAAAACACACA-3'  Peak 10R 5'-TTCAGATTACCATCTAACACAGTGTCC-3'  Peak 11F 5'-TGGAACTCTGGGCGATTTCA-3'  Peak 11R 5'-TTGCTCTTTGCCACGAATGC-3'  Peak 12F 5'-GGACTTGGGGCAAGCTGAGA-3'  Peak 12R 5'-ACCCCAATCCGGTCATTCTG-3'  Peak 13F 5'-CCCTCCCAAGCCCTTGACAT-3'  Peak 13R 5'-ATGCTTCTCCAACGAAGCCTTT-3'  Peak 14F 5'-TGTGAGTGAATGGTGCTTTCTTCA-3'  Peak 14R 5'-TGCATACTGCCACATTGTCCA-3'  **Loci not linked to HoxA locus**  Pik3cb-peak F 5'-CACGTCCCCCTGCCCTCT-3'  Pik3cb-peak R 5'-AAAACCATCCTCTGCCAAAAATCA-3'  Col14a1-peak F 5'-CATTCCTCTTAGCAGTTTGGGAGGA-3'  Col14a1-peak R 5'-CAAAAGGAACTTAAAGATAGGCTCTCTGC-3'  Pbx1-peak F 5'-TGCATCCCTTTAATCCGAGAGC-3'  Pbx1-peak R 5'-TCTGCAAATCCCTGGCTGTTC-3'  D15ertd621e-peak F 5'-TCAGCTACGTGGTCCTGTGTGA-3'  D15ertd621e-peak R 5'-TGGTTGAGAGCAGGAAAGAACCA-3'  Bmpr1b-peak1 F 5'-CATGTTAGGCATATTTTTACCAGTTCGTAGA-3'  Bmpr1b-peak1 R 5'-GGCACCAGGTCGTGATAGGG-3'  Bmpr1b-peak 2 F 5'-CTAGCTCATGGAAATTGAAGATGCTTA-3'  Bmpr1b-peak 2 R 5'-GAGAGCCCAGTGCTTCATCCT-3'  **Control loci**  Skap2 Peak1 F 5'-AAACCTTGGTGGAAAAGACCAGT-3'  Skap2 Peak1 R 5'-TGGTATGTCAGCCACACCTCTC-3'  Creb5 Peak1 F 5'-CCTCTGGCTCTGCTGCTCAC-3'  Creb5 Peak1R 5'-CCTGGGGCTGTTTTGGTTACA-3'  Creb5 Peak2 F 5'-CCAGTAAACAGACTAAGAAACAGTGCAG-3'  Creb5 Peak2 R 5'-CCACCCCTGGTCACAGACAC-3 |
| --- |

# Supplementary material for: LncRNA-HIT Functions as an Epigenetic Regulator of Chondrogenesis through Its Recruitment of p100/CBP Complexes
**Source:** PLoS Genet. 2015 Dec 3;11(12):e1005680. doi: 10.1371/journal.pgen.1005680
**Supplement:** S5 Table

**S5 Table. Sequences associated with murine H3K27ac peaks proximal to the promoter regions of *Skap*2 and *Creb5***

| Skap2 Promoter H3K27ac peak 1  >mm9_dna range=chr6:51962758-51962932 5'pad=0 3'pad=0 strand=- repeatMasking=none  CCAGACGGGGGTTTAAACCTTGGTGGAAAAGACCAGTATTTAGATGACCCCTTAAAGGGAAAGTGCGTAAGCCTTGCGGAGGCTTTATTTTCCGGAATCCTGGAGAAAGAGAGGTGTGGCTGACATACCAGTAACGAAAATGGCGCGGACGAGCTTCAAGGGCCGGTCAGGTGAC  Creb5 Promoter H3K27ac peak 1  >mm9_dna range=chr6:53523083-53523242 5'pad=0 3'pad=0 strand=- repeatMasking=none  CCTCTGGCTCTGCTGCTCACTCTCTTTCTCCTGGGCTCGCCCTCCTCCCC  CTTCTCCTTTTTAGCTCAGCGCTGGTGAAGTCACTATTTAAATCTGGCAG  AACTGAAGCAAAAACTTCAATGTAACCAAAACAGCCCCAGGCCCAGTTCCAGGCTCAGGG  Creb5 Promoter H3K27ac peak 2  >mm9_dna range=chr6:53522918-53523064 5'pad=0 3'pad=0 strand=- repeatMasking=none  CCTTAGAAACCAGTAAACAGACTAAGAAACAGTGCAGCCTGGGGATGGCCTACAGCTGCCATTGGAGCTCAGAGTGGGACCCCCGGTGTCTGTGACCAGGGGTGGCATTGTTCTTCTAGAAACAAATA |
| --- |
|  |

How the deposited data were processed for this re-analysis (not part of the article)

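ChIRP-seq was performed on chromatin of the E 11 mouse limb and of a murine glial cell line, each with an odd and an even set of DNA probes against *LncRNA-HIT* and with 1 input library, 6 libraries in all. The authors mapped reads uniquely to mm9 with bowtie, normalized them to the total read count, merged the odd and even tracks by taking the minimum at each position, and called peaks against the input with MACS, whose version the paper's text does not name. The values used are the score of each peak in the deposited lists, as the authors' peak caller gave it, which is 10 times the negative log10 of the p-value. It was divided by 10 and is given as −log10(p). It was used to describe, rank and filter peaks, in tests of peak strength with peaks or genes as units, and in the scaling for chromosome X. The study threshold was applied to both lists. Each tissue has 1 list from merged probe sets, so there are no replicates, no test had samples as its units, and the number of reads behind a peak is unknown. How strongly the libraries were sequenced could change how many peaks passed a given p-value, and this could not be examined.

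Peaks with a p-value of 5.9e-57 or smaller were taken as the peaks at the study threshold. A limb peak was called shared when it overlapped any glial peak by at least 1 bp, and limb-specific otherwise. Overlap by chance was estimated from 1000 random circular shifts of the glial peaks within each chromosome. Differences in median or mean −log10(p) were tested with two-sided permutation tests of 100000 resamples, and correlations across genes with Pearson's and Spearman's coefficients and permutation p-values. Peaks per chromosome were compared with the length of each chromosome without unknown bases by exact binomial tests with Benjamini-Hochberg adjustment over 21 chromosomes. The step in peak strength at the threshold was the fall in −log10(p) over 50 ranks, compared with all other windows of 50 ranks. Distances to genes used the gene bodies of the GENCODE annotation of mm9 and a limit of 25 kb.

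The sequence of each peak was compared with the 25 probes, on both strands and without gaps, and a match of at least 15 of 20 bases was counted, the matching bases not needing to be adjacent. This definition was settled after a first look at short words shared by probes and limb peaks. Random positions of the same widths on the same chromosomes and probes with shuffled bases served as controls, with 200 draws each, which give no p-value below 0.01. Shares of limb and glial peaks with a match were compared by Fisher's exact test with Benjamini-Hochberg adjustment, with peaks as the units. Repeated sequence was measured as the percentage of the 24-base words of a peak that occur more than once in the genome on either strand, and peaks with less than 10 percent such words were called low in repeats. Words found once were also counted in 500 windows of 400 bp on each chromosome.

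Genes named in the text were chosen by a rule: every gene of Fig 4, *Creb5* and *Skap2*, and the 5 limb-specific peaks with the highest score. *Unc5c* is named as the gene a peak lies in. The peaks of Fig 4 were found by the score printed in the figure. The values of 1 gene that the rule covers are not reported here. Expression after siRNA treatment, H3K27ac and the signal tracks were not analysed here. The alternatives tried were stricter p-values, other definitions of overlap, other window sizes, other distances to genes and other match lengths.

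The procedures were tested on simulated data. With no difference between groups of the sizes used, the permutation test called 10 of 200 simulations, and with a 1.5-fold difference it called 192 of 200. The Spearman test called 9 of 200 simulations without a relation and 200 of 200 with a strong planted one. All 100 planted shared peaks and all 100 planted probe matches were recovered, and 1 of 100 sets of chromosome counts without a difference gave a call. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, numba 0.67.0, pysam 0.24.0, samtools 1.23.1 and matplotlib 3.10.9 were used.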

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

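The tests of the glial peak over the *LncRNA-HIT* locus and those of probe-like sequence were chosen, or their final form was settled, after the results were seen, except the tests of the orientation of the probe matches and of the stretches between the probe sites against shuffled stretches. The control of those stretches by random positions was added after the shuffled control had been seen.

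The glial list has a peak over the *LncRNA-HIT* probe sites, with a −log10(p) of 59.6. It drew attention because it is a signal that the paper does not report, at the locus of a transcript that the paper gives as not expressed in the glial line. It covers 85.0% of the probe span and holds 18 of the 25 probe sites. One technical explanation is that the probes hybridize to the DNA of the locus, which every cell carries. That the peak lies over the probe sites does not separate this from the other explanations. Matches at other glial peaks show only whether the probes pull down similar sequence in glial chromatin. The probe sites match the locus in full, so these weaker matches decide nothing about the locus itself. Of 2918 glial peaks outside the locus, 362 (12.4%) matched a probe at 15 of 20 bases, against 10.6% at random positions (n = 2918 peaks, highest of 200 draws 12.1%, two-sided p = 0.01 by random placement, the smallest the draws can give). Among glial peaks at the study threshold alone it was 15.6% against 12.9% (n = 699 peaks, p = 0.06 by random placement). A run of 12 identical bases was found in 2.74% of all glial peaks against 1.25% of random positions (highest draw 1.78%), and in 3.58% of those at the threshold against 1.56% (highest draw 3.00%). There was no excess beyond the draws of glial peaks matching a probe of each set at 15 of 20 bases (0.446% against 0.401%, n = 2918 peaks, p = 0.74 by random placement, and at the threshold 1.00% against 0.786%, p = 0.66), and that of matches of 17 of 20 bases was within the draws (0.171% against 0.091%, p = 0.22, and at the threshold 0.429% against 0.112%, p = 0.11). Hybridization to the DNA of the locus therefore stays open. Limb material in the glial sample is a second candidate explanation. Of the 50 strongest limb peaks outside the locus, 19 had a glial peak, but of the 27 among them that are low in repeats only 2 had one. This cannot be told apart from a small share of limb chromatin, because the limb score at the locus is tied at the highest value in the list, so that how far it exceeds the other limb peaks is not known. A low level of *LncRNA-HIT* in the glial line also stays open and was not tested, since the files hold no expression values.

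A run of 12 bases identical to a ChIRP probe was found in 85 of 773 limb peaks at the study threshold outside the *LncRNA-HIT* locus (11.0%) and in 25 of 699 glial peaks (3.58%), an odds ratio of 3.33 (two-sided Fisher's exact test, p = 4.6e-08, adjusted p = 6.1e-08 over 4 comparisons). It drew attention because the tissues differ under the same probes. In all 4 comparisons limb peaks matched more often. The odds ratio was 3.04 for this match over the whole lists (adjusted p = 3.4e-18), and for a match of 15 of 20 bases it was 1.54 over the whole lists (adjusted p = 1.1e-08) and 1.47 at the threshold (adjusted p = 0.0049), all from Fisher's exact test. Peaks are not replicates, and 1 list per tissue cannot separate the tissue from the library.

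Hybridization of the probes to similar genomic sequence is a candidate explanation for part of the limb peaks. A match of 15 of 20 bases was found in 165 of 773 limb peaks (21.3%) against 12.5% of random positions (n = 773 peaks, highest of 200 draws 16.4%, two-sided p = 0.01 by random placement, the smallest the draws can give). A run of 12 identical bases was found in 11.0% of limb peaks against 1.42% of random positions (highest draw 2.72%). Most limb peaks had neither match. For a peak to pass the merge of the odd and even tracks in this way, both sets would have to match it. At 15 of 20 bases, 12 of 773 limb peaks (1.55%) matched a probe of each set, against 0.605% of random positions (highest draw 1.42%). At this match length the route could account for few of the peaks. Matches to both sets were not counted at any other length, so a looser match could raise this number. Hybridization that acts alike in both chromatins would give glial peaks at the limb peaks with a run of 12 identical bases. Only 2 of 85 had one, but so did only 53 of the 688 other limb peaks (two-sided Fisher's exact test, p = 0.074). Few limb peaks of either kind recur in the glial list, and no replicate shows how often a peak recurs, so the count does not decide this. Whether the pull-down was less efficient in the glial cells was not tested. Hybridization to RNA transcribed at the peak would favour probes complementary to that RNA. Of 38 limb peaks with a run of 12 identical bases in genes of one strand, 19 had the probe complementary to the RNA, 17 had it identical and 2 had both (exact binomial test, two-sided p = 0.87).

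The probe sites are also part of the *LncRNA-HIT* sequence, so a match to a probe is a match to the RNA, and binding of the RNA itself to similar sequence remains a hypothesis. If it acted along the whole RNA, the stretches between the probe sites would also match the limb peaks. They did so in 27.0% of limb peaks. This was above shuffled stretches (21.7%, n = 773 peaks, two-sided p = 0.03 from 200 permutations of their bases) but below random positions (35.9%, p = 0.01 from 200 random placements) and lower than the lowest draw of 31.7%. A run of 12 identical bases in these stretches was likewise below every draw of random positions (6.73%, lowest draw 6.86%). It was above shuffled stretches (2.29%, p = 0.02 from 200 permutations of their bases). In the glial list, from a line given as not expressing the RNA, the stretches matched 30.0% of peaks against 23.2% for shuffled ones (n = 2918 peaks, p = 0.01 from 200 permutations of their bases), so the excess over shuffled stretches is no sign of binding in the limb. The explanation stays open, because random positions hold more repeated sequence than limb-specific peaks (a mean of 19.0% against 8.29% of 24-base words), which the control did not match. Whether the difference between limb and glial peaks reflects the tissue was not tested.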

How the results depend on the processing

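The threshold, the definition of a shared peak, the tests of overlap, of peak strength and of peaks per chromosome, and most alternatives were chosen before the data were examined. The definition of a probe match was settled after a first look at the data. The top 775 peaks, the windows near the threshold, the run of 12 bases, the shuffled probes, the peaks low in repeats and the count of genes near limb-specific peaks with its alternatives were added after the data had been seen. Of 53 alternatives, 34 left the result on the same side or within the stated range, 16 moved it and 3 reversed its direction. The cause was not tested except where the alternative takes in more or fewer peaks or genes by its construction.

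Stricter p-values leave fewer peaks by construction. At p-values of 1e-75 and 1e-100 or smaller there were 331 and 93 limb peaks, against 26.9% of the 2880 peaks at the study threshold. The limb-specific peaks numbered 292 and 68 at these thresholds, and 2769 when all limb peaks were taken. The shared peaks numbered 25 at the stricter of these thresholds, 111 with all limb peaks and 32 when only glial peaks with a p-value of 1e-100 or smaller counted. With the other definitions of overlap they ranged from 42 to 63 around the value of 56. Shared peaks had higher scores under all 4 settings, by 17.4 to 32.8 in −log10(p).

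The share of windows with a fall at least as large as at the threshold was 57.7%. It was 38.1% with 20 ranks, 53.4% with 100 ranks and 82.9% when only windows near the threshold were compared, and the cause was not tested. The number of chromosomes with an adjusted p-value under 0.05 rose from 1 to 4 with all limb peaks, which are more by construction. The genes within reach of a limb-specific peak numbered 526 at 10 kb and 1382 at 50 kb. With all limb peaks in place of those at the threshold, the nearest peak to both *Creb5* sites was 172 kb away, because weaker peaks are included.

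The difference in −log10(p) between the peaks of decreased and other near-peak genes reversed to −7.23 when genes not detected were left out, and Spearman's coefficient of peak strength with fold change reversed to −0.0396 without the 2 genes farthest from the median. Neither was past the test's threshold under any setting, and the cause was not tested. With a match of at least 13 of 20 bases, 99.1% of limb peaks matched a probe and slightly more random positions did, because at this length nearly all sequences of this width match.

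No paired analysis was possible because each tissue has 1 merged peak list and no result comes from a test with samples as its units. For the same reason leaving out a replicate was not possible. Ranking the peak over the *LncRNA-HIT* locus by fold enrichment or by tags was not run, since each list gives 1 score per peak. The tie of 9 limb peaks at the highest score limits the ranking of the strongest peaks, and the unknown read depth limits any comparison of the number of peaks between tissues.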

Differences from the paper's values

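The paper states that 173 limb peaks were excluded because they were also present in glial cells. By overlap of at least 1 bp, 56 were found. None of the alternatives set before the data were examined closed the gap, and they gave from 25 to 111 shared peaks. The lowest came from only 93 limb peaks and the highest from all 2880. Those that kept the limb peaks at the study threshold gave from 32 to 63. The paper's methods describe the exclusion as made by visual inspection of the tracks, which was not repeated. The paper's 42 near-peak genes compare with 830 annotated genes within 25 kb of a limb-specific peak. No alternative for this count had been set before the data were examined. With those added afterwards it was 526 at 10 kb, 1382 at 50 kb and 612 with protein-coding genes only. The paper's methods say that the genes were identified by viewing the peaks in a genome browser, a selection that distance alone does not make.

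The paper describes a marked drop in signal beyond its threshold, seen by viewing the peaks in a genome browser. The tracks were not analysed here, and the MACS score is a measure of significance, so the measures differ. Over the 50 ranks around it −log10(p) fell by 1.31, and 57.7% of all windows of this size fell by at least as much.

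The paper presents the genes of Fig 4 as found after peaks with a glial counterpart were removed. The peak of *Hoxa11* and *Hoxa13* overlaps a glial peak with a −log10(p) of 59.6.

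For *Ralgps2* and *D15ertd621e* the score in Fig 4 was not found in the limb list. On the scale of the figure, the peak of *Ralgps2* has a score of 876 against about 750 in Fig 4, read by eye. The peak near *D15ertd621e* has a score of 840 against about 840 in Fig 4, read by eye to 2 digits, so its score is close to the printed one but not identical.

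Fig 4 places the *Bmpr1b* peak in an exon, while the peak with the printed score lies 6.70 kb downstream of the annotated gene, and the peak over a coding exon is a weaker one with a −log10(p) of 41.5. It places the *Dtl* peak in an intron, while that peak lies 29.2 kb downstream of the annotated gene. It places the peak of *Nuggc* upstream of the gene, while it lies in an intron of the gene annotated as *Gm600*. For *Zbtb40*, *Alox5ap*, *Tmem132d* and *Unc13a* it gives an intron, while each peak overlaps a coding exon. These comparisons used 1 annotation of mm9.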

Other observations

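The tests of chromosome X by copy number were chosen after the low count on X had been seen. The tests of peak strength against the response to siRNA were planned, but what they would show was put down only after their values were known.

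Limb peaks shared with glial peaks had higher scores than limb-specific ones. Repeated sequence is a candidate explanation, since a median of 29.9% of the 24-base words of shared peaks were repeated elsewhere in the genome, against 0.977% in limb-specific peaks and 3.93% at random positions. Among peaks low in repeats the difference in median −log10(p) was still 18.6, with 11 shared and 530 limb-specific peaks (two-sided permutation test, p = 0.0038), which argues against repeats as the whole cause. The shared group is small and includes the peak over the *LncRNA-HIT* locus, with 1.92% of its words repeated and the highest score. The test was not repeated without that peak. Why some peaks are shared was not tested further.

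A stronger peak might go with a larger response to siRNA treatment. The peaks of 26 decreased genes had a mean −log10(p) of 98.3 ± 30.2 (SD) and those of the 14 other near-peak genes 97.9 ± 38.2 (SD), without the genes at the *LncRNA-HIT* locus. The difference of 0.494 was not larger than chance (two-sided permutation test, p = 0.96). In simulations of this size a 1.5-fold difference was called 192 of 200 times. The 14 other genes include those not detected by qRTPCR, whose response was not measured. With only the 6 genes without a change, the difference was −7.23 (two-sided permutation test, p = 0.66). The simulations do not cover that smaller group. Across the 26 decreased genes, −log10(p) and the size of the fold change in Fig 4 had a Spearman coefficient of 0.0479 (permutation p = 0.82, adjusted p = 0.82 over 2 coefficients) and a Pearson coefficient of 0.1196 (permutation p = 0.57, adjusted p = 0.82). Without *Fcho2* and *Ell2*, the genes farthest from the median, the Spearman coefficient was −0.0396. Genes are not independent replicates, and the paper selected them by their peaks. These tests give no sign that the response follows peak strength.

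Chromosome X held few peaks. Of the limb-specific peaks at the study threshold, 16 were on X where its length gives 45.5, a ratio of 0.352 (95% exact interval 0.202 to 0.567, exact binomial test, adjusted p = 1.0e-05 over 21 chromosomes). Copy number was examined on the assumption that −log10(p) scales with the number of copies. If the −log10(p) of every autosomal peak is scaled by 0.75, as for a pool of male and female embryos, 0.412 of those at the threshold stay past it, within the interval, and with a scaling by 0.5 it is 0.0584, outside it. The peaks of X were not weaker, however. Of the 59 limb-specific peaks of X in the whole list, 16 (27.1%) pass the threshold, against 25.9% of the autosomal ones and 10.7% of them after scaling by 0.75 (exact binomial test against the scaled share, two-sided p = 0.00034), and the median −log10(p) at the threshold was 72.1 on X and 70.9 on the autosomes. This argues against copy number as the cause of the low count at the threshold. In the whole limb list X held 61 peaks where its length gives 182, a ratio of 0.335 (95% exact interval 0.257 to 0.429). There, scaling by 0.5, as for 1 X to 2 copies of each autosome, would leave 0.909 of the peaks, so copy number alone is argued against. Unique mapping is argued against too, since words found once were only a little rarer on X than on the autosomes (ratio 0.861). On the line of peak density against GC content across the autosomes X has a residual of −0.445 peaks per Mb, below the lowest autosome at −0.380, although X has a lower GC content than any autosome, so the line is extrapolated. The glial list also had few peaks on X (52 where its length gives 185), but the number of X chromosomes in the glial line is not known here. Combinations of these explanations and a biological one were not tested.

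In the glial list, chromosome 10 held 255 peaks where its length gives 145, a ratio of 1.76 (95% exact interval 1.56 to 1.98, exact binomial test, adjusted p = 7.7e-17). In the limb list it held 152 where its length gives 143 (ratio 1.07). Chromosome Y had higher ratios, 11.4 in the glial list (35 peaks against 3.08) and 6.91 in the limb list (21 against 3.04). Only 43.3% of the 24-base words in the windows of Y were found once, against a mean of 79.5% on the autosomes. All 5 limb peaks of Y at the study threshold overlapped a glial peak. Chromosome 11 had a ratio of 1.56 in the limb list (208 against 134, exact binomial test, adjusted p = 5.6e-09). In the whole lists, 4 chromosomes had an adjusted p-value under 0.05 in the limb and 6 in the glial list. No explanation was tested.

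An exon was overlapped by 9.61% of limb-specific peaks against 7.54% of random positions, within the range of 200 draws (4.60% to 10.6%). A gene body was overlapped by 49.6% against 42.2%, above the highest draw of 46.4%. No explanation was tested for this difference.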
